# Functional Analyses of *NSF1* in Wine Yeast Using Interconnected Correlation Clustering and Molecular Analyses

**DOI:** 10.1371/journal.pone.0077192

**Published:** 2013-10-09

**Authors:** Kyrylo Bessonov, Christopher J. Walkey, Barry J. Shelp, Hennie J. J. van Vuuren, David Chiu, George van der Merwe

## Abstract

Analyzing time-course expression data captured in microarray datasets is a complex undertaking as the vast and complex data space is represented by a relatively low number of samples as compared to thousands of available genes. Here, we developed the Interdependent Correlation Clustering (ICC) method to analyze relationships that exist among genes conditioned on the expression of a specific target gene in microarray data. Based on Correlation Clustering, the ICC method analyzes a large set of correlation values related to gene expression profiles extracted from given microarray datasets. ICC can be applied to any microarray dataset and any target gene. We applied this method to microarray data generated from wine fermentations and selected *NSF1*, which encodes a C_2_H_2_ zinc finger-type transcription factor, as the target gene. The validity of the method was verified by accurate identifications of the previously known functional roles of *NSF1*. In addition, we identified and verified potential new functions for this gene; specifically, *NSF1* is a negative regulator for the expression of sulfur metabolism genes, the nuclear localization of Nsf1 protein (Nsf1p) is controlled in a sulfur-dependent manner, and the transcription of *NSF1* is regulated by Met4p, an important transcriptional activator of sulfur metabolism genes. The inter-disciplinary approach adopted here highlighted the accuracy and relevancy of the ICC method in mining for novel gene functions using complex microarray datasets with a limited number of samples.

## Introduction

Microarray technology is commonly used to simultaneously monitor genome-wide gene transcription levels in a given organism. Large amounts of data generated by a few microarrays with thousands of features (i.e. genes) are complex to analyze. In time-course experiments each gene’s expression profile is treated as a vector of expression values (i.e. time series). Co-expressed genes are characterized by common expression patterns and often either share common biological function, participate in common biological pathways and/or respond to the same environmental variables [1-3]. This information can be used to predict and validate novel functional roles for unknown or poorly characterized genes. The analysis of microarray datasets has been a focus of data mining, statistical and systems biology research strategies, leading to the development of an array of data analysis approaches, including correlation clustering [4].

Our methodological extension to correlation clustering applies graph theory to analyze data that could be converted to an undirected graph (*G*), which typically consists of nodes (*N*) connected by edges (*E*). Given *G* with positive (*E* ^+^) and negative (*E* ^-^) edges representing similarities and dissimilarities among nodes, respectively (Figure 1), correlation clustering seeks to partition nodes into clusters. The number of *E* ^+^ (i.e. similarities) is maximized, and the number of *E* ^-^ (i.e. dissimilarities) is minimized within each cluster [4]. This type of clustering, with some modifications, has been used successfully to cluster genes based on similarity and dissimilarity of their respective expression profiles [4-6]. Compared to other partitioning clustering techniques, such as the popular *k*-means, correlation clustering does not require *a priori* specification of the number of clusters to partition the given data. This makes correlation clustering particularly attractive for the analysis of complex datasets where the data structure is not necessarily known, as is the case for genome-wide expression data.

**Figure 1:**
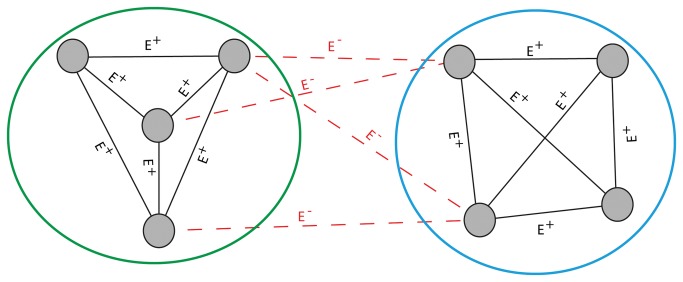
Illustration of the Correlation Clustering using an example of the graph *G* with {+} and {-} edges colored in black and red respectively. In graph *G* the gray circles refer to nodes (e.g. gene names) and connecting lines to edges (E) with {+} and {-} values. Green and blue circles represent putative clusters.

The main aim of clustering is to compress and extract useful information from vast amounts of data. All clustering approaches therefore aim to partition data into arbitrary sub-groups (i.e. clusters) based on a defined similarity or distance measure. For example, genes sharing a similar biological function can be grouped together into discrete sub-groups. To assign a particular datum to a particular cluster, that datum must be most similar to existing objects within the cluster and least similar to other objects assigned to other clusters.

Similarity is determined by using a well-defined measure. For example, *x* = (*x*_*1*_ *,x*_*2*_ *… x*_*n*_) and *y* = (*y*_*1*_ *, y*_*2*_ *… y*_*n*_) are expression instances of two genes in a given cluster with the similarity *s*(*x,y*) existing between them (e.g. Euclidian distance). However, to cluster *x* and *y* while assuming common, possibly unknown, causation and interdependency, the more sensible measure of similarity would be correlation *r*(*x*,*y*), which assesses a common trend (increase or decrease) between *x* and *y* instances rather than differences in absolute values. If two expression instances *x* and *y* have similar shape and similar absolute values, both *s*(*x*,*y*) and *r*(*x*,*y*) display a high degree of similarity (Figure 2A). Nevertheless, common similarity measures *s*(*x*,*y*) fail to recognize two expression profiles (*x* and *y*) that have similar shapes, but different absolute expression values (Figure 2B). In addition, if profiles *x* and *y* are negatively correlated, they have inverse profiles with very low relative similarity value *s*(*x*,*y*), but highly negative *r*(*x*,*y*) value (e.g. *r* = -1) (Figure 2C).

**Figure 2:**
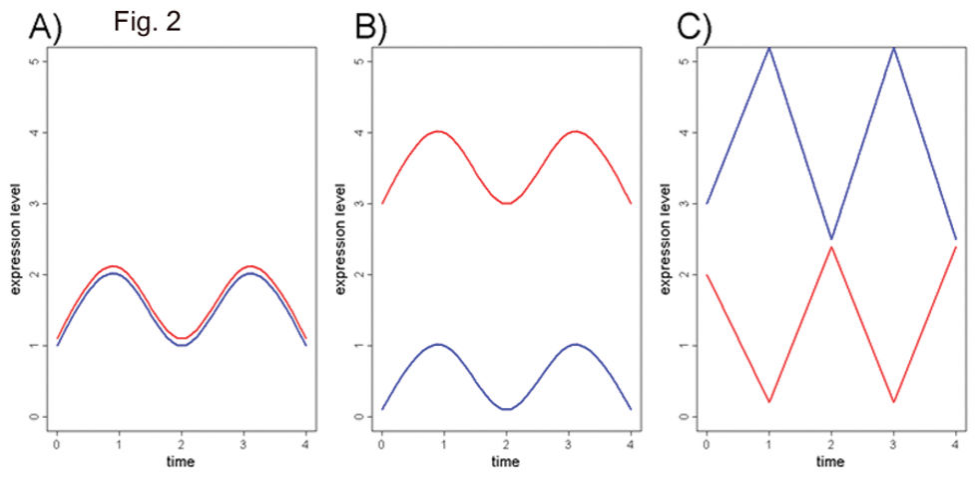
Illustration of expression profile of *x* and *y* with following patterns: A) *x* and *y* have both high similarity based on absolute difference and *r*(*x*,*y*); B) *x* and *y* have low similarity based on absolute difference but high *r*(*x*,*y*); C) *x* and *y* have very low similarity based on absolute difference but high negative *r*(*x*,*y*).

Here, we applied our Interconnected Correlation Clustering (ICC) method to two time-course microarray datasets to find the largest interconnected gene cluster centered on a pre-selected *Saccharomyces cerevisiae* target gene. The microarray data were generated during the wine fermentation process and the pre-selected gene was *NSF1*, a poorly characterized gene previously identified to be activated during fermentation [7]. *NSF1* encodes a C_2_H_2_ zinc finger transcription factor (TF) that contains a typical ~30 amino acids DNA binding domain with two cysteines and two histidines tetrahedrally coordinated to a central Zn^2+^ ion [8]. The Nsf1p DNA binding sequence was identified as 5’-CCCCT-3’ [9]. This motif corresponds to stress response element sequences (STREs) found in promoter regions of genes involved in the general response of yeast to environmental stresses, such as the heat shock protein (HSP) genes, trehalose biosynthetic genes, and genes needed to combat oxidative stress [9]. To this end, *NSF1* was previously shown to be needed for the response of yeast to high osmolarity and poor quality carbon sources [8].

Fermentation is a complex process that subjects yeast cells to an array of environmental stresses including nutrient deprivation, low pH, hyperosmotic stress, and ethanol toxicity as the fermentation proceeds. The adaptation of wine yeast to fermentations is complex and is characterized by significant changes in gene expression [7,10]. Marks et al. identified 232 genes that were significantly induced (from 4 to 80 fold compared to their basal expression) during the fermentation process [7]. These genes were collectively termed the Fermentation Stress Response (FSR) genes and included *NSF1* [7]. This result suggested *NSF1* is involved in the FSR. In addition to the known participation of *NSF1* in carbon and energy metabolism, nutrient adaptation, and response to hyperosmotic stress [8], the ICC method proposed here suggested the involvement of *NSF1* in sulfur metabolism, vesicle trafficking, cell cycle control, and regulation of protein synthesis during fermentation. In particular, we provide evidence that confirms the role of *NSF1* as a negative regulator of sulfur metabolism genes, thereby validating the ability of the proposed ICC method to identify biologically relevant predictions.

## Methods

### Genome-wide expression datasets used

The ICC method was applied to two microarray datasets; both sets were generated by the fermentation of Riesling grape juice with two different wine yeast strains. The first dataset, designated the M2 Fermentation Dataset (MFD), was obtained in this study by using the industrial M2 *S. cerevisiae* strain to ferment 2 L Riesling grape must, in biological duplicate, in flasks capped with air locks without shaking for 15 days at 18 °C. The progress of the fermentations were monitored by measuring the concentrations of D-glucose using the Megazyme® D-Glucose HK kit (Xygen Diagnostics) according to the manufacturer’s specifications and by measuring the amount of weight loss during fermentation due to CO_2_ production. Samples were collected at three time points; 24 h post-inoculation, and when 20% and 85% sugars were fermented. Figure 3A shows the fermentation profile. Sampling points correspond to three stages of fermentation: the initial stage (24h ~5% sugars fermented), exponential or active stage (20% sugars fermented), and the final stage (85% sugars fermented). Thus, monitoring the percentage sugars consumed by the yeast allows for the monitoring of fermentation progression. The yeast cells were harvested, washed and total RNA was isolated [7] and cleaned using Qiagen™ RNeasy columns for microarray analysis. Thus, the MFD dataset was generated specifically for this study and was not published before. Gene expression data were obtained with Affymetrix Yeast 2.0 arrays using previously described methods [7]. The raw data were first normalized using the Robust Multi-array Analysis (RMA) algorithm. In addition, the *S. pombe* and other non-informative service probes were masked. The filtered data contained expression data corresponding to 5667 genes. 

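The M2 part of the dataset was measured on 7 arrays, 2 at 24 h, 2 at 20% sugars fermented and 3 at 85%, which is 1 array more than the paper counts for its cluster analysis. M2 is an industrial wine yeast, and each array held RNA of 1 fermentation sample. NSF1 gave RMA log2 intensities of 9.10 and 8.92 at 24 h, 10.71 and 9.98 at 20%, and 13.12, 12.90 and 13.19 at 85%. On an Affymetrix Yeast Genome 2.0 array a gene is read by a probe set, and the authors turned the probe intensities into 1 log2 value per probe set with RMA, which also quantile-normalizes the arrays. The deposited table held 10928 probe sets. Of these, 5511 were paired with 1 S. cerevisiae gene and entered every test, covering 5462 genes. Another 1746 probe sets belonged to S. pombe genes and 213 were controls. The S. pombe probe sets, which read no gene of this yeast, had a median of 3.06 and served as a measure of background. The median of the S. cerevisiae probe sets lay between 8.87 and 8.96 on the 14 arrays of both strains. Differences between groups were tested with limma on the log2 values, in one fit of the 6 groups of strain and stage, with Benjamini-Hochberg adjustment over the 5511 probe sets and a threshold of 0.05. With 2 or 3 arrays per group, the number of arrays limits the precision, and at 24 h and 20% the shared estimate of the spread carries most of the test.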

**Figure 3:**
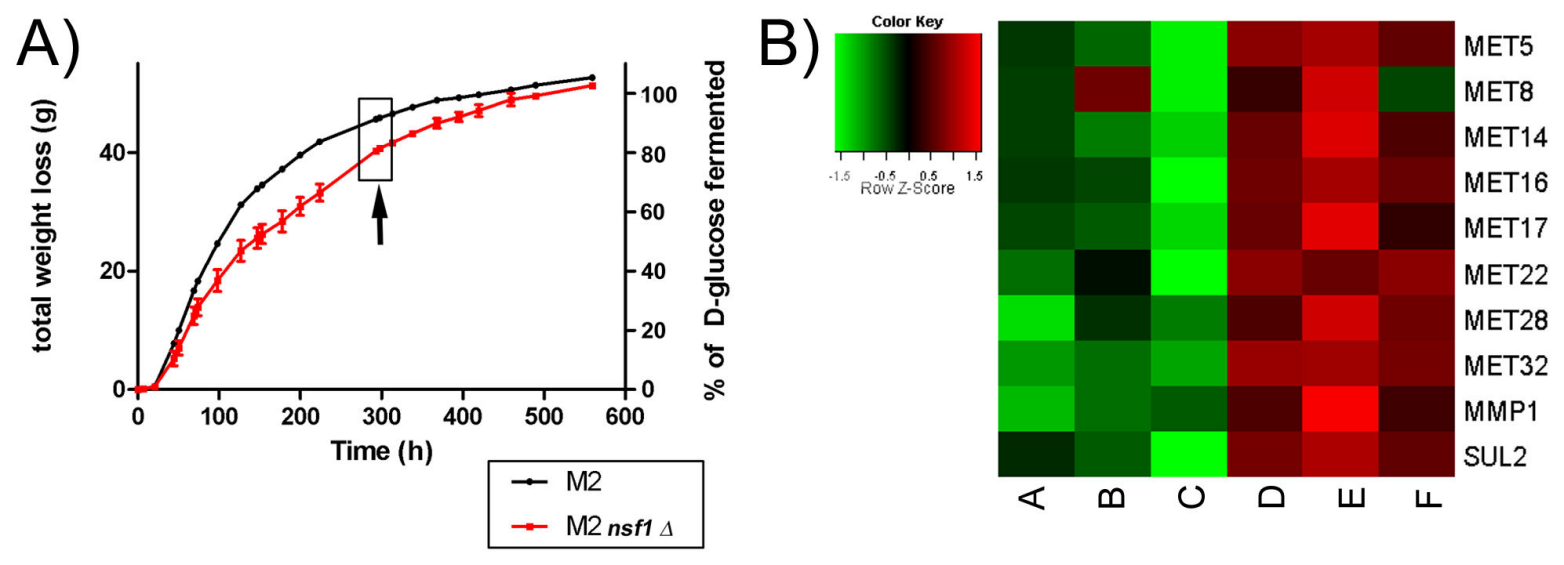
Fermentation profile and the impact of *NSF1* on the controlled expression of sulfur pathway genes during Riesling fermentation. **A**) Fermentation profile of the M2 and M2 *nsf1∆* in Riesling grape must measured by the amount of culture weight lost due CO_2_ production. The arrow shows the datum after 85% sugar fermentation, the time at which DEGs were determined. Error bars represent standard deviation (SD). **B**) The heatmap of the sulfur related genes from the MFD dataset microarray expression data corresponding to fermentation of 85% of the sugars. The expression values were normalized for each gene by converting them into *z*-scores (absolute expression value – mean expression across all samples / SD across all samples) in order to ensure median expression value of zero for each gene across all samples. M2 triplicate samples are represented in columns A-C and those for M2 *nsf1∆* in columns D-F.

The second microarray dataset was generated and published by Marks et al. (2008) as an investigation into the adaptation of the Vin13 wine yeast strain to fermentation conditions [7]. The VFD dataset was obtained via Gene Expression Omnibus database (Reference #: GSE8536). It represents the adaptation of the global transcriptome profile of Vin13 *S. cerevisiae* wine yeast strain generated during a 15 day fermentation in Riesling grape must. For the sake of simplicity we designated this dataset the Vin13 Fermentation Dataset (VFD). This expression data consisted of a total of 21 microarrays; 3 microarrays at 7 time points. The time points corresponded to 1, 12, 48, 60, 120 and 340 h (corresponding to 0%, 0.5%, 18%, 32%, 64%, 100% total sugars fermented) after inoculation of the Riesling grape must. Global gene expression was measured using Affymetrix™ Yeast Genome S98 chips with 9335 probes, but only 6300 probes were mapped to the verified Open Reading Frames in the Saccharomyces Genome Database (SGD).

To identify differentially expressed genes (DEGs) dependent on *NSF1* in the MFD dataset, the M2 *nsf1::KanMX*/*nsf1::KanMX* homozygous mutant (M2 *nsf1∆*) was used for parallel fermentations along with the M2 strain as outlined above. Samples were collected at 85% sugars fermented (Figure 3A). The DEGs at this time point were identified using two-sample, two tailed unpaired t-test at 95% confidence level assuming unequal variances between M2 and M2 *nsf1∆* sample groups. 

The M2 Fermentation Dataset (MFD) expression data are available at ArrayExpress (Accession #: E-GEOD-34117) or GeneOmnibus (Accession #: GSE34117) repositories. The Vin13 Fermentation Dataset (VFD) [7] raw expression data can be accessed through GeneOmnibus (Accession #: GSE8536).

### The ICC Method and the formation of the largest interconnected correlated gene cluster

The proposed ICC method uses both correlation clustering to represent data as a weighted undirected graph (*G*) and the Born-Kerbosch heuristic algorithm [11] to search for the largest maximally interconnected correlated gene cluster (ICGC) representing a tight cluster of co-expressed genes conditioned on the target gene *NSF1* (Figure 4). Importantly, this method emphasizes properties of edges (i.e. similarity between expression profiles) summarized by the Pearson’s correlation coefficient (PCC or *r*) rather than the functional properties of nodes (e.g. gene family, gene function, etc). 

**Figure 4:**
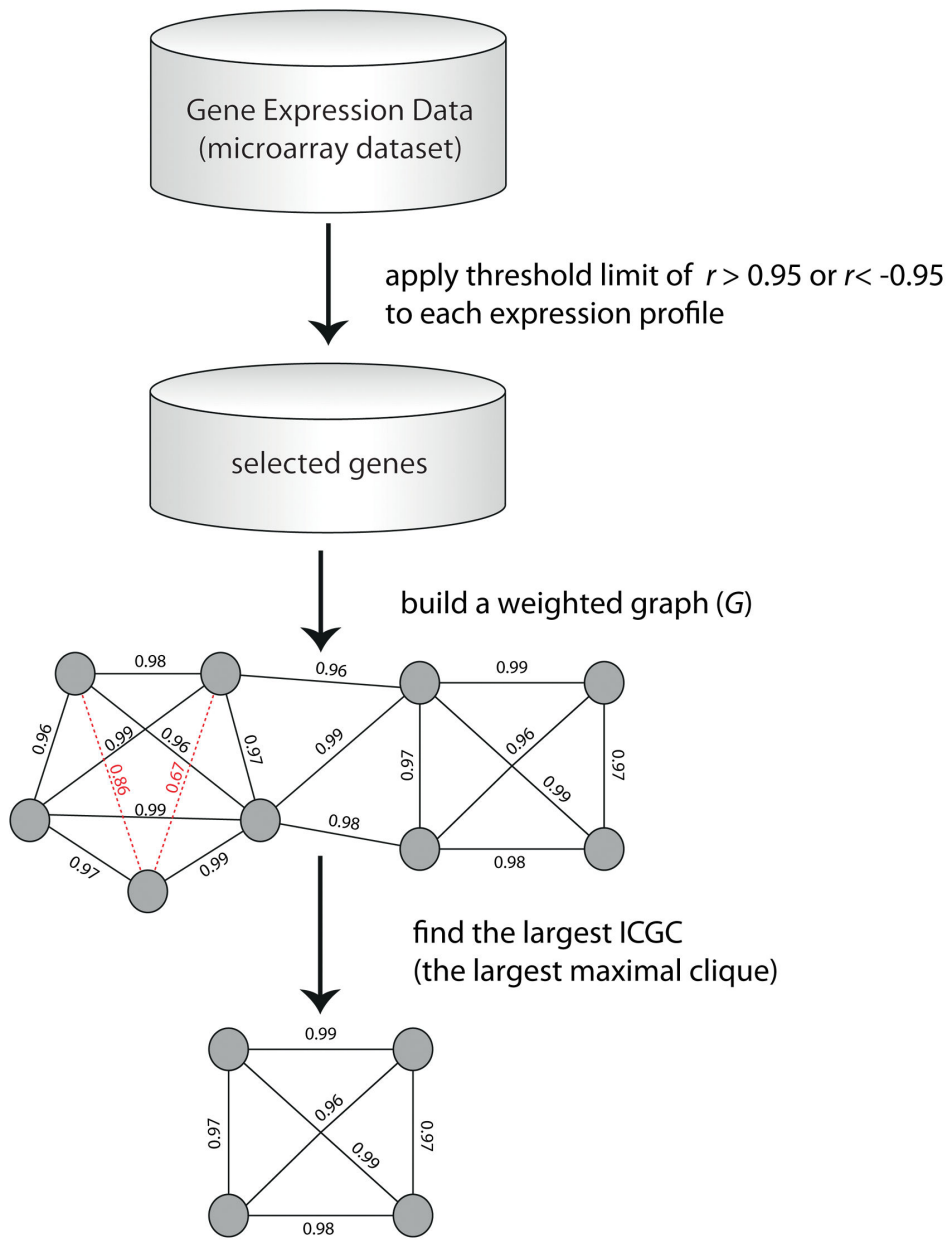
The overall ICC method workflow culminating with formation of the largest Interconnected Correlation Gene Cluster (ICGC).

Our ICC method is outlined by the following steps:

**Step 1:** Compare each individual gene expression profile to the target gene (e.g. *NSF1*) represented by the PCC_target gene_ statistic.

**Step 2:** Select genes highly positively and negatively correlated to the target gene passing the threshold *r*<-0.95 or *r* >0.95. Store the selected genes in the *select*_*array*.

**Step 3:** Build a weighted graph (*G*). Assign *E* ^+^=1 if the PCC value between corresponding vertices meets the threshold of *r*<-0.95 or *r* >0.95; otherwise assign *E* ^-^ = 0.

**Step 4:** Find the maximally interconnected sub-group of nodes, the ICGC, in *G* using the Born-Kerbosch heuristic algorithm.

The pseudo-code in the Supplementary Information (Figure S1) describes the ICC method in greater detail where *X*[*gene*_*i*_] and X[*target*] represent a gene expression profile of *ith* and *target* genes across *t* time points.

The resulting ICGC represents co-expressed genes that are conditioned on *NSF1*, all sharing very similar expression profiles defined as *E* ^+^ edges with positive and negative PCC values that fall within the *r* < -0.95 or *r* > 0.95 threshold. Thus, the resulting ICGC has none of the *E* ^-^ edges that have PCC values outside the aforementioned threshold. Since Pearson’s *r* values (PCC) are not normally distributed, it was necessary to convert these values to a statistic with approximately normal distribution, such as *z* scores, to select a statistically significant threshold. All *r* values calculated from step 1 of the ICC method were converted to their corresponding *z*-scores according to the standard *r* to *z* Fisher’s transformation using the following formula:

$$z=0.5*\log\frac{1+r}{1-r}$$

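Pearson's r between NSF1 and each of 5510 other probe sets was computed over the 7 M2 arrays and turned into z with Fisher's transformation. MLS1, the malate synthase of the glyoxylate cycle, had r = 0.989 and KGD2, an enzyme of the TCA cycle, r = 0.985. RPS3, a protein of the small ribosomal subunit, had r = -0.980. The z values had a mean of 0.02 and a variance of 1.96, and 23.5% of the probe sets had r between -0.5 and 0.5. The arrays fell into 3 stages, and differences between stages made up 98.5% of the sum of squares of NSF1, so r describes the course over the stages and is given without a p-value.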

The population of *z*-scores with a variance (σ_z_) of 1.89 was plotted (Figure 5). The distribution of the *z*-scores was assumed to be approximately normal as seen from the shape of the histogram and probability distribution function (PDF). To confirm, we calculated the skew to be only -0.07084± 0.0637 indicating a slight shift to the left. 

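In the M2 arrays the skewness of z was -0.0726 (SE 0.033, 5510 probe sets). Negative values were slightly more frequent among the extremes, with 10.9% of probe sets below r = -0.95 and 10.2% above 0.95. RPL7A, a protein of the large ribosomal subunit, was among the former (r = -0.992), and YIA6, a mitochondrial NAD carrier, among the latter (r = 0.996). Genes are not independent replicates, so the SE understates the error. With linear intensities in place of log2 values the skewness was 0.151, and with Spearman's rho 0.654.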

Given that skew values falling within the range of -0.5 to 0.5 are considered to be reflective of approximately normal distributions, the previous assumptions are correct [12]. To further analyze the distribution, we calculated kurtosis obtaining a negative value of -0.93 which indicates that *z*-distribution has flatness and “light tails” with relatively lower than normal number of observations at its extremes. This means that the number of extreme values was rather limited. In addition, the calculated Shapiro-Wilk (SW) normality test statistic W = 0.9806 at p-value = 0.087 and Kolmogorov-Smirnov (KS) two-sided test statistic at D = 0.120 at p-value = 0.048 indicated that distribution could be considered as approximately normal although at the limit of normality at α=0.05. 

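The excess kurtosis of z over the same probe sets was -0.951, below the 0 of a normal distribution. HAL1, a salt tolerance gene, and HOM2, an enzyme of homoserine synthesis, lay in the tails with r = 0.998 and r = -0.991. The value turned positive when r was computed on the means of the 3 stages (0.142) or as Spearman's rho (8.79).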

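The 5th and 95th percentiles of z for NSF1 in M2 were -2.25 and 2.14, which correspond to r of -0.978 and 0.973. ATP23, needed to assemble the ATP synthase, lay beyond the upper percentile (r = 0.980). GSH1, the enzyme of the first step of glutathione synthesis, lay inside both (r = -0.911). The SD over the runs that left out 1 array each was 0.135 for the lower percentile and 0.140 for the upper.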

The obtained 0.95<*p*<0.05 according to the empirical PDF corresponded to *z*-scores of -2.15 and +2.15, translating to *r* of -0.97 and +0.97. According to our empirical *z*-distribution, the *r*=0.98 corresponds to p=0.034 while *r*=0.95 to p=0.093. Due to the relatively small size of the dataset (12 samples), the limited number of time points, and the possibility of having false negatives at *r*<-0.98 or *r*>0.98, and *z*-scores distribution with relatively “light tails” based on kurtosis value, the correlation threshold was lowered to *r*<-0.95 or *r*>0.95 which is slightly outside of the classical statistical two-tailed α=0.10 threshold. While being aware of the risk of getting a higher number of false positive hits at lower threshold, our goal is to get some true positives in presence of false positives. In addition, the obtained ICGCs for *NSF1* at -0.95 >*r*>0.95 and -0.98>*r*>0.98 had 77.3% overlap in gene composition. This shows a low threshold impact on the final results with the ICGC preserving the initial core. Thus, selection of the threshold is mainly based on the desired size of the ICGC and biological context. 

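Beyond r = 0.95 or -0.95 with NSF1 lay 1161 probe sets, 560 with a positive and 601 with a negative r, and beyond 0.98 lay 441. A cluster in which every pair passed the threshold was then searched greedily with 50 restarts. It held 355 genes at 0.95 and 128 at 0.98. All 128 genes of the smaller cluster were in the larger, and they made up 36.1% of it. APJ1, a chaperone of the Hsp40 family, had r = 0.997 with NSF1 and RPS17B, a ribosomal protein, r = -0.978, the former beyond both thresholds and the latter beyond the lower one only.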

We recommend calculating the percent overlap between ICGCs under different thresholds to judge its impact on reliability and robustness of the final results. We recommend selection of the threshold between -0.95 >*r*>0.95 and -0.98>*r*>0.98.

**Figure 5:**
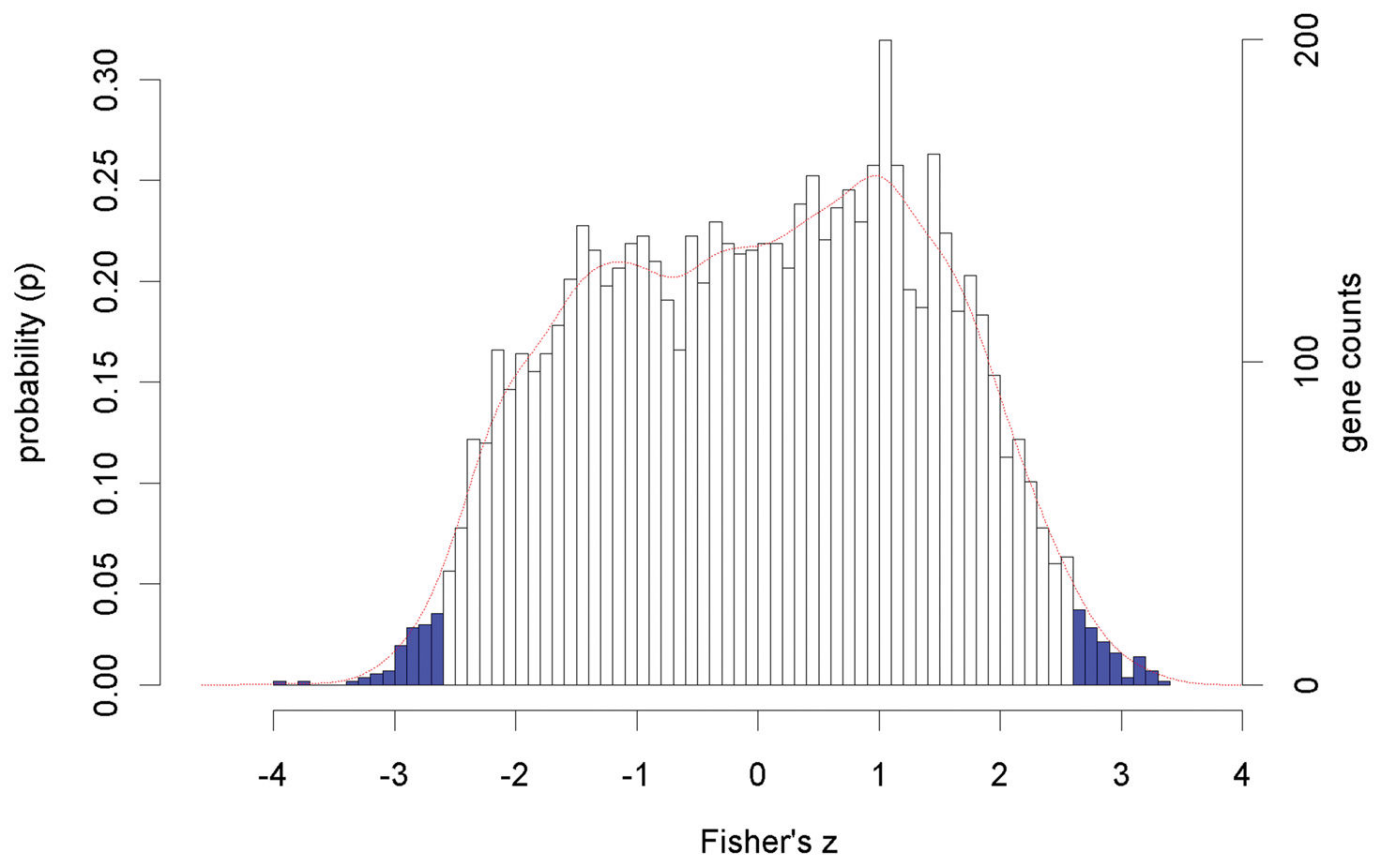
Distribution of the *z*-scores corresponding to all genes (a total of 5667 genes) with the empirical probability density function plotted as a red line. The probability (*p*) corresponds to probability density function of finding a particular *z*-score at a particular value. The calculated *z*-scores were derived from *r* values. These values were obtained from a comparison of the *NSF1* expression profile to that of every other gene in the dataset (r). The blue bars correspond to critical regions at 0.95<p<0.05 (α=0.10) based on the empirical distribution of z-values (critical z-score value 0073: -2.15, 2.15). The skewness of the z-scores was found to be -0.07084± 0.0637 confirming approximately symmetric distribution; the standard error of skewness (SES) was found to be 0.03253.

To test the relative performance and reliability of the proposed ICC method, two microarray datasets were used to find novel *NSF1* gene roles under fermentation conditions. *NSF1* was previously found to be a regulator of gene expression when the yeast uses poor carbon sources and to participate in adaptation responses to hyperosmotic and nutrient stresses [8]. These functions were used as qualitative performance measures of the ICC method. The complete list of ICGCs genes generated for two datasets, MFD and VFD, are listed in Tables S1 and S2, respectively.

### Functional Enrichment Analysis by GO terms

Genes identified using ICC were analyzed for functional enrichment using the Gene Ontology (GO) database and hypergeometric probability distribution function (PDF) to additionally confirm previous functional results. The GO database is a hierarchical acyclic graph composed of GO terms as vertices where the top levels contain general GO terms and the very bottom levels contain the more specific terms [13,14]. Thus, each gene could contain more than one associated GO term. In this study, we selected the GO database related to ‘biological processes’.

To test enrichment of the GO terms while accounting for the GO graph structure we used the *elim* algorithm based on Fisher’s exact test. The algorithm is implemented as a topGO library for R [15]. Briefly, each GO term is being annotated using two gene sets (genes part of ICGC and entire genome). Thus, each gene is being categorized based on two criteria: a) occurrence in the ICGC and genome-wide lists; b) ability to map or not to a given GO term. The GO tree is traversed from the lowest level (leafs) to the highest (root) calculating Fisher’s exact test only on the remaining genes that were not eliminated from the previous steps. Thus, the *elim* method is superior to traditional Fisher’s exact tests performed on 2 by 2 contingency tables in that it performs multiple-testing corrections while accounting for the GO structure. The node (GO term) is kept if its resulting p-value < 0.01 after Bonferroni correction which was performed by multiplying the obtained raw p-value by the total number of nodes in the graph mapping to at least one annotated gene [15]. The parameters for the *elim* algorithm were as follows: 1) minimum 20 genes should map to a given GO term for it to be kept in the GO graph; 2) Fisher’s exact test is calculated for each GO term; 3) entire GO graph is considered from the lowest to the highest level (bottom up); 4) cut off p-value is fixed at 0.01 for each GO term considering the Bonferroni correction as per [15]. Those GO terms with an adjusted p-value < 0.05 were considered to be statistically significant and occur non-randomly in the ICGC. The complete tables of top 300 GO terms output by functions of the topGO library [15] are shown in Tables S3 and S4 corresponding to the MFD and VFD datasets, respectively.

While it is important and statistically sound to correct p-values for multiple testing effects to reduce false positive hits (Type I error), current multiple-testing correction techniques are not optimal. Specifically, classical multiple-testing correction techniques (e.g. Bonferroni correction) are very restrictive, they do not adequately account for the GO graph structure and some GO terms are not associated with any genes. Thus, classical multiple-testing correction techniques often produce overly conservative adjusted p-values that can lead to the loss of biologically relevant information. Thus, it can still be informative to consider GO terms with adjusted p-values > 0.05. 

To heuristically assess the extent of the functional enrichment of a given functional category of the ICGC genes shown in Tables 1 and 2, we performed separate GO functional enrichment analyses for each category using the *elim* algorithm with exactly the same settings as used for the GO enrichment analysis of the largest MFD and VFD ICGC. The average p-value for each category was determined by calculating the mean of the GO terms p-values. Only GO terms mapped to category genes with minimal p-value (each gene can be annotated to several GO terms) were selected for calculation of the final average category p-value. Thus each category gene was represented by one GO term with lowest possible p-value.

**Table 1:** Selected genes from the largest ICGC by category from the MFD dataset.

**Functional Category**	**Representative Genes**	**Average p-value**
stress response	*ATP1, VMA1, CIT2, **HAL1, PCK1**, STM1, **SLX4**, HMF1, **APJ1**, AIM14, YVC1, GSH2, **GSH1**, **MIG3**, **SSC1, FRT1**, HKR1,IZH13*	0.0235
cell cycle control	*Figure **1****, KEL2, MPS1, RAD24, VHS1, BAR1, SPO22, SSP2, SSP1, SPO11, HOP2**, CDC28*	0.013
carbohydrate metabolism/energy metabolism	***QCR8**, VMA5**, MTH1, KGD2, ISA1**, CPS1, **PDE1, MLS1, ATP18, ATP19, VMA11, YIA6, RIB1***	0.014
ribosome assembly/ protein synthesis	*RPS3, RPS13, RPL7A, RPS6B, RPS2, RPS16B, RPS21B, RPS9B, RPS23B, RPS0B, RPS22B, RPS8A, RPS7A, RPS24B; RPL43B, RPL2A, RRP5, RPL18A, PRE5, RPS17B, RPS5, RPL8A, RPS30A, RPL16A, RPS18B, RPL26A*	0.040
transcription / translation regulation	*ACS1, DED81, PMT4, **SPT2**, HTS1, SES1, BUR6, URA4, PRO3, THS1, ARC1, TEF4, CDC73, ADK1, TRP2, ARO8, IMD4, EGD1, TIF4631, GLN4, ILV2,CGI121, **STP1, SLU7**, MMF1, ARO4, ARG4, **PRP45**, URA5**, DDS1**, LYS2, POL5*	0.022
protein degradation	*PRE9, OLA1, **VID24**, **DAS1**, **SAN1**, UBA1, **YLR224W**, **PEX28**, **PIB1***	0.030
vesicle trafficking	*VPH1, CHC1, SEC 23, VAC8, SAM50, FEN1, EMP70, VPS75, TRX1,**BET1**, VPS1, **ATG23**, COG1*	0.0038
cell wall related proteins	*ROT2, KRE5, **SKG1**, PMT6, **GAS4***	0.0074
cell nucleus trafficking	*NUP192, NUP188, **NUP42**, NUP133, NUP82, KAP104*	0.0020
sulfur metabolism	*HOM2, **MET4***	0.0012

Note: ‘**Bolded**’ and ‘non-bolded’ genes are up-regulated (PCC > 0) and down-regulated (PCC < 0), respectively, at the end of fermentation (85% sugars fermented, which represents fermentation progression) with respect to the 24 h time point. A complete list of MFD ICGC genes is provided in Table S1. The average p-value corresponds to the average p-value of GO terms linked to the category genes (see Methods).

**Table 2:** Representative genes found in the largest ICGC from the VFD dataset.

**Functional Category**	**Gene Symbol**	**Average p-value**
Vesicle trafficking	*ERV41*, *SRP21*, ***VPS8***, *ARL1*, *NTF2*, *ARF1*, SEC *3*, ***UFD1***	0.0053
Post-translational protein modification	*PMT4*, *NAT5*, *SRP68*	0.011
Stress response	***RTC1***, ***RIM15***, ***RPN4***, ***MEP1***, ***GIP2***	**0.02**
Sulfur Metabolism	*SES1*, ***MET4***, *FSH3*, ***ARC1***, FOL *1*	0.0152
Ribosome Assembly / Transcription / Translation	*RPL34B*, *RPL22B*, *RPS5*, *RPS25A*, *PL17A*, *RPS0A*, *RPL13B*, *RPS13, RPL27A, RPS24A, RPS23A* ,*RPS7A, RPL3, IWR1, RPS1A, EGD2, DCD1, GET1, RPP1A, RPL31A*	0.036

Note: ‘**bolded**’ and ‘non-bolded’ genes are up-regulated and down-regulated at the end of fermentation (85% sugars fermented, which represents fermentation progression) with respect to the 24 h time point. A complete list of VFD ICGC genes is provided in Table S2. The average p-value corresponds to the average p-value of GO terms linked to the category genes (see Methods).

Subsequent sections analyze collectively each predicted functional category under common biological context of the datasets (i.e. fermentation conditions) in order to qualitatively validate the ICC method. 

### Validation of *NSF1* involvement in sulfur metabolism

#### Yeast strains and media composition

All the yeast strains used in this work are isogenic to the wine yeast strain M2 (Lallemand) and listed in Table S5. Mutant strains were generated by integrative transformation as previously described [36]. Primers to generate the integration cassettes are listed in Table S6. Each contained 70 nucleotides homologous to the native genomic DNA sequence flanking the targeted site of integration to facilitate homologous recombination. pFA6-natNT2 was used as template for generating the *MET4* disruption cassette [16]. Correct integration events were confirmed by PCR. All cell growths were performed at 30 °C with constant agitation unless otherwise stated.

#### RNA extraction for qRT-PCR analysis

The cells were grown in sulfur limited (S-) or sulfur rich (S+) medium detailed in Boer et al. [17] (Table S7). Briefly, over-night cultures of M2, M2 *nsf1*Δ, M2 *met4*Δ, M2 *met4*Δ*nsf1*Δ and strains were grown in Yeast Nitrogen Base (YNB) complemented with 2 mM methionine to account for the methionine auxotrophy of *met4*Δ strains. The cells were harvested, washed with dH2O and used to inoculate S- media; cultures were grown at 30 °C for 24 h. Total RNA was subsequently isolated using the previously described standard phenol-based RNA extraction method [18]. Total RNA was treated with DNAse I (Qiagen™DNAseI kit) and purified with Qiagen™ RNeasy spin columns as per the manufacturer’s instructions prior to qRT-PCR analysis.

#### Transcriptional analysis by qRT-PCR

The primers used for qRT-PCR are listed in Table S8. Primers with efficiencies of at least 75% were used. The obtained ΔCt values for five biological replicates were analyzed using the Pfaffl method [19]. The statistically significant changes in gene expression across two conditions were identified using the one-sample t-test with population mean of 1.0. The ratio of 1.0 between expression values originating from two different conditions highlights no change in gene expression. Thus, the expression ratio greater or lower than 1.0 between two strains refer to up-regulation or down-regulation of a given gene, respectively. Genes with expression values across two conditions with p<0.05 were considered statistically significant.

#### Nsf1-GFP localization

The subcellular localization of Nsf1-GFP was analyzed using the M2 *NSF1/NSF1-GFP-KanMX* strain transformed with pNIC96-mCherry-hphMX. Nsf1-GFP and Nic96-mCherry were detected with fluorescence microscopy. Nic96 is a nucleopore complex protein and therefore demarcates the nucleus. The strain was grown in sulfur rich (YNB S+) medium complemented with MgSO_4_, or sulfur limiting (YNB S-) medium devoid of MgSO_4_ (Table S7). Cells were grown overnight in YNB S+ or YNB S- medium and shifted to corresponding fresh YNB S+ or YNB S- medium. When these cultures reached exponential growth, they were divided in two, the cells harvested, washed with dH_2_O and transferred to fresh YNB S+ or YNB S- medium and incubated at 30 °C. Samples were collected at 0, 0.5, 1, 3 and 6 h post inoculation. Slides were prepared directly from the indicated cell cultures followed by immediate analysis using the 100× objective lens of a Nikon Eclipse E600 microscope. Images were recorded using a Coolsnapfx monochrome CCD digital camera (Roper Scientific) and processed using Metamorph (Universal Imaging, Version 5.0).

## Results

### MFD ICGC overview

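Table S1 holds genes chosen by correlation over the stages in M2. Genes of ribosomal proteins, translation factors, vesicle transport and amino acid synthesis entered it more often than chance. Of 129 measured genes of cytosolic ribosomal proteins, 28 were in Table S1 where 5.92 would fall by chance (odds ratio 6.35, Fisher's exact test, adjusted p = 7.96e-11 over 36 lists). Of 36 genes of translation factors and tRNA synthetases 10 were in it (adjusted p = 5.54e-05), of 25 genes of ER to Golgi vesicles 7 (adjusted p = 0.00112), of 36 genes of other amino acid synthesis 8 (adjusted p = 0.00157), and of 26 sporulation genes 6 (adjusted p = 0.00673), each by Fisher's exact test. The nuclear pore (5 of 22) and the vacuolar ATPase (4 of 14) also passed, both at adjusted p = 0.0155 by Fisher's exact test. All 7 passed as well against the genes that changed between 24 h and 85% in M2. Of the probe sets past 0.95 with NSF1, 6.4% were of ribosomal proteins. With each other probe set as the target in place of NSF1, 83.9% gave a lower percent, so some gave as much. None of the 10 sulfur genes of Fig. 3B was in Table S1. Table S1 was chosen by the paper on these arrays, and genes are not independent of each other. Of its genes other than NSF1, 246 (97.2%) passed 0.95 with NSF1 on the 7 M2 arrays and 92.7% of their pairs passed with each other. Without M2 85% replicate 3, 252 genes (99.6%) and 99.4% of the pairs passed. With linear values 42.3% of the genes and 62.7% of the pairs passed, and by Spearman's rho 28.5% and 23.3%. In nsf1∆, which lacks NSF1, 250 of the Table S1 genes also changed from 24 h to 85% in the direction seen in M2 (limma). The same held for 3268 of the 3786 other genes that changed in M2. The greedy search shared 198 genes with Table S1. Its size is a lower bound of the largest cluster, and without M2 20% replicate 1 it was 612.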

The maximal ICGC conditioned on *NSF1* obtained after gene expression analysis of the six microarrays contained a total of 254 genes that were characterized through manual curation into 10 biologically relevant categories. The most representative genes of each category are shown in Table 1. The bolded genes show up-regulation or down-regulation towards the end of fermentation (corresponding to 85% sugars fermented, the last time point) as compared to the first time point during the initial stage of fermentation. 

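M2 fermentations at 85% sugars fermented were compared with those at 24 h. Of 19 genes of anaerobic cell wall mannoproteins 17 fell and 1 rose, and of 36 genes of other amino acid synthesis 31 fell and 4 rose (limma's camera, adjusted p = 5.5e-07 and 4.34e-07, but adjusted p = 0.281 and adjusted p = 0.17 with an estimated correlation). PCK1, the key enzyme of gluconeogenesis, rose by 5.21 on the log2 scale (SE 0.20, limma adjusted p = 4.1e-10). GRE1, induced by osmotic stress, rose by 6.32 (SE 0.33, limma adjusted p = 2.6e-09), and SPS1, a kinase of sporulation, by 5.55 (SE 0.26, limma adjusted p = 1.3e-09). TIR3, a cell wall mannoprotein, had a log2 change of -4.62 (SE 0.31, limma adjusted p = 2.5e-08) and LYS9, an enzyme of lysine synthesis, of -4.47 (SE 0.15, limma adjusted p = 1.8e-10). Of 134 genes of Table 1 found on the arrays, 45 rose, 88 fell and 1, RPS30A, did not pass the test. The direction was the one marked in Table 1 for 129 of them, 128 of which passed. The probe sets used for 131 of the 134 were in Table S1. Over all genes 2095 probe sets rose and 1945 fell, 73.3% of those tested. These genes were selected on the same arrays, so their direction is not independent evidence. Markers of other cell types moved with the stage: 9 of 10 haploid-specific genes and 23 of 26 sporulation genes rose (camera, adjusted p = 0.00133 and 1.07e-06, with adjusted p = 0.182 and adjusted p = 0.08 with an estimated correlation).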

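Among the categories of Table 1 in M2, those of transcription and translation, of ribosomes and of vesicle trafficking mostly fell between 24 h and 85%, and that of the cell cycle mostly rose. Of 31 transcription and translation genes 25 fell and 6 rose, with SES1, the seryl-tRNA synthetase, at -3.62 (SE 0.13, limma adjusted p = 2.6e-10) and STP1, a regulator of amino acid permease genes, at 2.21 (SE 0.17, limma adjusted p = 5.8e-08). Of 12 cell cycle genes 11 rose, among them SPO11, which makes the breaks of meiotic recombination (3.38, SE 0.19, limma adjusted p = 5.9e-09), and 1 fell, CDC28, the main cyclin-dependent kinase (-1.85, SE 0.13, limma adjusted p = 2.8e-08). Of 13 genes of vesicle trafficking 11 fell, with CHC1, the clathrin heavy chain, at -2.89 (SE 0.20, limma adjusted p = 3.5e-08). The categories of protein degradation, cell wall and cell nucleus trafficking had 6, 2 and 1 genes that rose and 3, 3 and 5 that fell. By limma's camera the transcription and translation genes gave an adjusted p = 4.82e-06, the cell cycle genes 1.66e-04 and the vesicle genes 4.43e-04. These became adjusted p = 0.168, adjusted p = 0.0606 and adjusted p = 0.168 with an estimated correlation. The counts were unchanged when adjusted over the list alone. The categories were assembled by the paper on these arrays.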

The most prevalent functional categories represented by genes in the ICGC corresponded to biological processes related to: (1) transcription, translation and protein modification; (2) various stress responses; (3) cell cycle control; (4) ribosome assembly; and, (5) carbohydrate, energy metabolism and nutrient adaptation (Table 1). As expected, not all 254 genes in the ICGC had known biological functions. In addition, in comparison to the overall GO functional enrichment results of the MFD ICGC, similar enriched functions related to protein synthesis, transport and degradation, and nitrogen, energy and sulfur metabolism functions were observed (Table S3).

### VFD ICGC overview

The VFD ICGC for the dataset contained 83 genes that were functionally categorized (Table 2). Similarly to the MFD dataset, the main functional categories related to: (1) protein synthesis; (2) vesicle trafficking; (3) sulfur metabolism; (4) stress response; and (5), energy metabolism. 

The representative genes with known biological functions present in the VFD ICGC are shown in Table 2. Again, the protein synthesis and vesicle trafficking categories had the most genes with the majority of genes down-regulated towards the end of the fermentation (Table 2). Cell cycle and energy metabolism categories contained fewer genes than in the MFD dataset. The sulfur metabolism category had more genes than in the MFD dataset. The key regulator of the sulfur metabolism, *MET4*, was present in both datasets and was up-regulated towards the end of the fermentation (Tables 1 and 2). 

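In M2, MET4, the main transcriptional activator of the sulfur genes, had an RMA log2 intensity of 10.08 ± 0.07 (SD, n = 3) at 85% and 7.89 ± 0.06 (SD, n = 2) at 24 h. The log2 change was 2.19 (SE 0.12, limma adjusted p = 4.8e-09). MET31, a DNA-binding partner of Met4p, rose by 2.48 on the log2 scale (SE 0.19, limma adjusted p = 7.9e-08). Of 6 regulators of sulfur metabolism listed before the data were examined 5 rose and none fell, 5 also when adjusted over the list alone (camera, adjusted p = 0.0198, but adjusted p = 0.17 with an estimated correlation). Between 24 h and 85% the genes they act on moved the other way for the most part. Of 11 genes of sulfate assimilation 8 fell and 1 rose, 9 and 1 when adjusted over the list alone. MET3, the ATP sulfurylase, had a log2 change of -3.94 (SE 0.27, limma adjusted p = 2.7e-08), and MET17, which makes homocysteine, -3.48 (SE 0.21, limma adjusted p = 8.1e-09). The list gave an adjusted p = 0.00661 by camera and adjusted p = 0.40 with an estimated correlation. From 20% to 85%, however, the M2 means of MET5, MET14, MET16 and SUL2 rose (8.05 to 8.71, 9.04 to 9.70, 7.68 to 9.26 and 7.98 to 9.20). Those of MET8 and MET17 fell (10.47 to 9.82 and 10.68 to 9.11), and MET22 hardly moved (10.07 to 10.10). MET3 was at 8.71 and 8.99 on the 20% arrays and at 8.55, 8.05 and 8.67 on the 85% arrays. SUL1 was at 6.14 and 5.61 and then at 4.86, 5.05 and 5.35, so both were lower on every 85% array. An inverse course of regulators and targets over all stages is thus not shown.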

The most significant GO terms from the functional enrichment analysis of the VFD ICGC were related to protein and amino acid synthesis, nutrient utilization and energy metabolism, and stress responses to toxins (Table S4). Please note that p-values for corresponding GO terms are rather conservative due to multiple-testing corrections (see Methods). 

### Functional analysis of the MFD and VFD ICGCs in relation to *NSF1*

The results from the MFD and VFD datasets provided similar *NSF1* functional contexts, highlighting the robustness of the method. The genes in the two ICGCs represent functional neighbourhoods that allow predictions to be made as to the putative biological functions of *NSF1*. Interestingly, the genes within the respective ICGCs differed significantly (Tables 1 and 2), but there was little variation observed in terms of biological functions. This is not surprising as the datasets were generated with two different wine yeast strains, M2 and Vin13, fermenting two different vintages of Riesling grape must.

#### *NSF1* involvement in energy metabolism and response to nutrient limitation

*NSF1* could directly regulate energy metabolism genes that are part of the TCA cycle and ATP production pathways in response to nutrient limitation conditions as suggested by functional analysis of the genes present in the ICGCs. For example, *KGD2*, *YIA6* and *MLS1* were clearly functionally linked as genes needed for important steps in the TCA cycle (Table 1). 

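All 3 genes were higher at 85% than at 24 h in M2. KGD2 was at 12.09 ± 0.08 (SD, n = 3) against 11.43 ± 0.04 (SD, n = 2), a log2 change of 0.66 (SE 0.15, limma adjusted p = 0.0014). YIA6 was at 9.63 ± 0.11 against 7.76 ± 0.17, and MLS1 at 10.03 ± 0.15 against 8.16 ± 0.09. Both had a log2 change of 1.87, with limma adjusted p of 7.9e-08 and 7.5e-08. Of 15 genes of the TCA cycle 6 rose and 3 fell. IDH1, a subunit of isocitrate dehydrogenase, rose by 1.84 on the log2 scale and FUM1, fumarase, fell by 1.23 (limma adjusted p = 1.9e-07 and 6.3e-06). The TCA cycle genes did not stand apart as a list (limma's camera, adjusted p = 0.454). Of 11 genes of the glyoxylate cycle and gluconeogenesis 9 rose and 2 fell, with the same counts when adjusted over the list alone (camera, adjusted p = 0.00862, adjusted p = 0.374 with an estimated correlation).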

Dihydrolipoyl transsuccinylase (*KGD2*) participates in the mitochondrial conversion of 2-oxoglutarate to succinyl-CoA, which requires NAD^+^ to be carried from the cytoplasm into the mitochondria by the transporter encoded by *YIA6* [20]. Malate synthase (*MLS1*) utilizes glyoxylate to produce malate, which in turn is converted into the TCA cycle intermediate, oxaloacetate. 

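In M2 at 85% sugars fermented, ATP18 was at 12.33 ± 0.13 (SD, n = 3) against 10.79 ± 0.12 (SD, n = 2) at 24 h, a log2 change of 1.54 (SE 0.15, limma adjusted p = 5.0e-07). ATP19 was at 12.16 ± 0.12 against 10.77 ± 0.02 and ATP23 at 9.42 ± 0.14 against 7.50 ± 0.01. Their log2 changes were 1.39 and 1.92 (limma adjusted p = 1.2e-05 and 2.1e-08). Of 20 genes of the ATP synthase and its assembly 11 rose, 2 fell and 7 did not pass the test, also when adjusted over the list alone. The 2 that fell were subunits of its catalytic part and stalk, ATP1 at -0.32 and ATP5 at -0.43 (limma adjusted p = 0.04 and 0.041). The list gave an adjusted p = 0.0457 by camera and adjusted p = 0.532 with an estimated correlation.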

*ATP18*, *ATP19* and *ATP23* are part of the essential F_0_F_1_-ATP synthase complex that is located in the inner membrane of mitochondria; a proton gradient across the membrane is required to produce ATP molecules under aerobic conditions (Table 1). *ATP18* and *ATP19* represent the *j* and *k* subunits while *ATP23* is a metalloprotease required to process the *a* subunit [21]. All genes in the energy metabolism category were up-regulated towards the end of fermentation (i.e. 85% of sugars fermented), reflecting the increased energy demands of the yeast as nutrients were depleted and fermentation stresses were enhanced (Table 1). These observations were supported by the GO functional enrichment of the ICGC that highlighted nutrient-related processes such as the utilization of ATP (GO:0046034 p=0.0086)(Table S3) and energy production via H^+^ proton transport (GO:0015992 p=0.00346)(Table S3), nitrogen utilization and production of non-fermentable and fermentable sugars (GO:1901137 p=0.04525), and nutrient transport pathways (Table S3). Collectively, these data suggest the participation of *NSF1* in energy metabolism when nutrients become limiting.

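Of the 13 genes of this category 10 rose and 3 fell between 24 h and 85% in M2. PDE1, a cyclic AMP phosphodiesterase, rose by 2.30 on the log2 scale (SE 0.13, limma adjusted p = 4.3e-09) and ISA1, a mitochondrial iron-sulfur protein assembly factor, by 2.26 (SE 0.16, limma adjusted p = 3.3e-08). The genes that fell were VMA5 and VMA11, subunits of the vacuolar ATPase, at -2.42 and -1.20 (limma adjusted p = 2.6e-09 and 2.79e-06), and CPS1, a vacuolar carboxypeptidase, at -1.84 (limma adjusted p = 5.0e-08). Table 1 marks VMA5 and CPS1 as down-regulated and VMA11 as up-regulated. The median log2 change of the category was 1.54 (camera, adjusted p = 0.0349, adjusted p = 0.391 with an estimated correlation). The paper chose the genes on these arrays.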

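In M2, 18 of 20 genes of the respiratory chain, a list fixed before the data were examined, rose and none fell between 24 h and 85%, among them QCR6 of complex III (1.93, SE 0.13, limma adjusted p = 3.0e-08) and COX13 of cytochrome c oxidase (1.54, SE 0.11, limma adjusted p = 3.6e-08). Of 66 mitochondrial ribosomal protein genes 50 rose and none fell, with MRPL33 at 2.25 (SE 0.15, limma adjusted p = 2.1e-08). Of 14 genes of the vacuolar ATPase 13 fell and none rose, with VPH1 at -2.34 (SE 0.17, limma adjusted p = 4.7e-08). Of 20 genes of glycolysis and ethanol production 10 fell and 3 rose, with ENO2, an enolase, at -3.69 (SE 0.19, limma adjusted p = 2.4e-09). Adjusted over the list alone the counts were the same, apart from 51 mitochondrial ribosomal protein genes that rose. By camera the adjusted p was 1.66e-04 for the respiratory chain, 2.62e-08 for mitochondrial ribosomal proteins, 1.35e-04 for the vacuolar ATPase and 0.048 for glycolysis. With an estimated correlation these were adjusted p = 0.391, adjusted p = 0.374, adjusted p = 0.168 and adjusted p = 0.478.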

#### *NSF1* could function in stress response toward the end of fermentation

*NSF1* is known to participate in the response of yeast to environmental stress, specifically salt stress [8]. In addition, *NSF1* was identified as one of the FSR genes in a Riesling fermentation [7]. To this end, the MFD ICGC identified genes known to participate in the stress response of yeast: *GSH1* and *GSH2*; *HAL1*; and *APJ1* (Table 1). γ-Glutamylcysteine synthetase and glutathione synthetase (*GSH1* and *GSH2*) are known components of the yeast stress response as they are involved in the production of glutathione, an essential thiol compound and reductant implicated in detoxification of toxic chemicals and combating oxidation damage by free oxygen radicals [22]. 

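In M2 both enzymes of glutathione synthesis were lower at 85% than at 24 h. GSH1 was at 9.50 ± 0.33 (SD, n = 3) against 10.60 ± 0.11 (SD, n = 2), a log2 change of -1.10 (SE 0.18, limma adjusted p = 1.0e-04), and GSH2 at 6.53 ± 0.24 against 9.12 ± 0.07, a log2 change of -2.59 (SE 0.18, limma adjusted p = 3.4e-08). HAL1 and APJ1 were higher, with log2 changes of 1.63 (SE 0.14, limma adjusted p = 1.5e-07) and 2.72 (SE 0.12, limma adjusted p = 1.1e-09). Of 17 genes of the stress category of Table 1, a list the paper chose on these arrays, 6 rose and 11 fell. Among lists fixed beforehand, 17 of 22 heat shock proteins and chaperones rose and 1 fell, with HSP26 at 3.64 (SE 0.25, limma adjusted p = 2.7e-08) and SSA2 at -2.26 (SE 0.17, limma adjusted p = 7.5e-08). Of 11 genes of osmotic and salt stress 8 rose and 2 fell, and of 16 genes of oxidative stress 8 rose and 4 fell. All these counts were the same when adjusted over the list alone. Heat shock and osmotic stress passed camera at adjusted p = 8.11e-04 and 0.048, against adjusted p = 0.374 and adjusted p = 0.276 with an estimated correlation, and oxidative stress did not (adjusted p = 0.514).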

*APJ1* encodes a member of the Hsp40-family of chaperone proteins that interact with Hsp70 proteins involved in protein assembly and trafficking [23]. *HAL1*, which is involved in hyper-osmotic stress responses, decreases intracellular Na^+^ via interaction with Ena1p, a known target of the *NSF1* [8,24]. Furthermore this is supported by the GO term of the MFD ICGC related to regulation of cellular response to stress (GO:0080135 p=0.00143)(Table S3).

Further analysis of the VFD ICGC revealed strong correlation among *GIP2*, *RIM15* and *NSF1* co-expression (Table 2). The synthesis and accumulation of intracellular glycogen is one of the physiological mechanisms used by yeast to respond to environmental stress [25]. Glycogen metabolism is partially controlled by the actions of the protein phosphatase Glc7p and the PAS kinase Rim15p. Gip2p is a putative subunit of the protein phosphatase Glc7p involved in activating glycogen accumulation [26,27]. *GIP2* expression is induced by glucose limitation and ethanol shock [28,29]. In turn, *RIM15* encodes an effector kinase regulated by both the Target of Rapamycin (TOR) and RAS/cAMP/Protein Kinase A (PKA) signalling pathways to coordinate cell growth with environmental conditions. Environmental stress inactivates TOR and PKA, thereby activating Rim15p, which inactivates the stress response-associated transcription factors Msn2p and Msn4p [30]. This process includes the accumulation of glycogen. As these ICGCs are conditioned on *NSF1*, the abovementioned data in combination provide further evidence for the participation of Nsf1p in the response to fermentation stresses. 

#### *NSF1* and protein synthesis

The two most prevalent down-regulated functional categories of both the MFD and VFD ICGCs were the ribosome assembly/protein synthesis and transcription/translation regulation groups (Tables 1 and 2). This was supported by significant GO terms related to translation regulation and protein synthesis in both datasets (Tables S3 and S4). 

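In M2, the 26 genes of ribosome assembly and protein synthesis in Table 1 comprised 25 that fell and none that rose between 24 h and 85%, with a median log2 change of -1.73. RPS24B, a protein of the small subunit, was at -3.03 (SE 0.22, limma adjusted p = 4.0e-08). Of 36 translation factors and tRNA synthetases listed beforehand 31 fell and 1 rose, with TEF4, an elongation factor subunit, at -3.48 (SE 0.20, limma adjusted p = 6.9e-09) and SUI1, an initiation factor, at 0.68 (SE 0.16, limma adjusted p = 0.0014). Ribosome biogenesis genes were divided, with 28 of 73 that rose and 23 that fell (limma's camera, adjusted p = 0.611). The Table 1 genes, chosen by the paper on these arrays, gave an adjusted p = 1.14e-09 by camera and adjusted p = 0.281 with an estimated correlation, and the translation factors 1.64e-08 and adjusted p = 0.278 with an estimated correlation. The counts were the same when adjusted over the list alone.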

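Of 129 genes of cytosolic ribosomal proteins in M2, 122 fell and 1 rose between 24 h and 85%, also when adjusted over the list alone, with a median log2 change of -1.34. RPS9B fell by 2.14 on the log2 scale (SE 0.12, limma adjusted p = 6.2e-09). RPL7A, RPL2A, RPS17B and RPL8A had log2 changes of -1.77, -1.97, -1.69 and -2.02, and RPS2 and RPS3 of -1.24 and -1.04, with limma adjusted p between 1.9e-08 and 1.2e-06. RPL2A, RPS17B and RPL8A each have a second probe set, and these also fell (-1.37, -0.58 and -2.03). Probes of duplicated ribosomal protein genes can pick up RNA of the near-identical copy. RPS27A was the gene that rose (0.39, limma adjusted p = 0.028). The list stood apart by camera (adjusted p = 2.14e-21), with adjusted p = 0.276 with an estimated correlation.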

Strikingly, genes encoding the large and small ribosomal subunits, including *RPL7A*, *RPL2A*, *RPL18A*, *RPS17B*, *RPL8A, RPS3, RPS2, RPS9B* (Table 1) and, *RPL3*, *RPL34B*, *RPL22B*, *RPS5, RPS25A, RPS0A* (Table 2), and several GO terms related to protein synthesis (Table S3 and S4) were down-regulated in both datasets. Some of the GO terms included GO:0002181 (p-value < 1x10^-30^) and GO:0006414 (p-value 4.70x10^-06^).

The synthesis of ribosomal proteins and consequently the translational machinery is known to decrease toward the end of fermentation and also in response to nutrient limitation [7,31,32]. Due to the stressful environment the yeast did not multiply late in the fermentation as it does in the less stressful earlier stages. These results suggest that *NSF1* seems to be involved in down-regulation of protein synthesis as the fermentation proceeds. Whether *NSF1* is directly involved in the regulation of ribosomal gene expression or simply controlled by the same mechanism that controls ribosomal gene expression, is not known.

#### *NSF1* and sulfur metabolism

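In M2, HOM2, which makes the aspartate semialdehyde used for homoserine, was at 10.41 ± 0.07 (SD, n = 3) at 85% against 12.60 ± 0.11 (SD, n = 2) at 24 h, a log2 change of -2.20 (SE 0.11, limma adjusted p = 2.7e-09). FOL1, an enzyme of folate synthesis, was at 6.38 ± 0.15 against 9.02 ± 0.09, a log2 change of -2.64 (SE 0.17, limma adjusted p = 1.8e-08). Over the 7 M2 arrays FOL1 had r = -0.985 with NSF1, and MET4, the activator of the sulfur genes, r = 0.983. HOM2 and MET4 were in Table S1 and FOL1 was not. NSF1 itself rose by 4.06 on the log2 scale from 24 h to 85% (SE 0.50, limma adjusted p = 6.5e-06).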

The sulfur metabolism-related genes *HOM2,* FOL *1* and *MET4* correlated with *NSF1* in the ICGCs of both datasets (Tables 1 and 2). *MET4* is the key regulator of the sulfur amino acid biosynthetic pathway, whereas *HOM2* is needed for the synthesis of L-aspartate-semialdehyde, the precursor of homoserine, which is needed for the production of the sulfur containing amino acids methionine and cysteine [33,34]. FOL *1* encodes a multifunctional enzyme essential in the biosynthesis of folic acid [35], which is readily converted to tetrahydrofolate, a methyl donor in the metabolism of glycine, methionine, serine and homocysteine [35]. *NSF1* involvement in sulfur metabolism was further suggested by the presence of several sulfur-related GO terms in the ICGCs of both the MFD and VFD datasets. Specifically, we identified GO terms associated with sulphur metabolic pathways and the biosynthesis and catabolism of the sulfur containing amino acids methionine and cysteine. Other sulfur metabolism-related GO terms were associated with sulfur compound biosynthesis (GO:004427 p=0.049) central to the well studied sulfur metabolic pathways in *S. cerevisiae* (Table S3). Collectively, these data suggest *NSF1* is involved in sulfur metabolism during fermentation.

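Genes of sulfur metabolism in M2 mostly fell from 24 h to 85%, while 5 of 6 listed regulators rose. The list of regulators did not pass camera with an estimated correlation. Of 17 genes of methionine and cysteine synthesis 12 fell and 4 rose, with MET6, the methionine synthase, at -2.87 (SE 0.23, limma adjusted p = 8.6e-08) and STR3, which makes homocysteine from cystathionine, at 1.95 (SE 0.21, limma adjusted p = 2.1e-06). Of 11 transporters of sulfur compounds 7 fell and 3 rose, with YCT1, a cysteine transporter, at -2.38 (SE 0.13, limma adjusted p = 3.6e-09) and MUP3, a methionine permease, at 2.26 (SE 0.30, limma adjusted p = 1.4e-05). Of 16 genes of glutathione metabolism 9 fell and 3 rose. The counts were the same when adjusted over the list alone. By camera the adjusted p was 0.0151 for methionine and cysteine synthesis (adjusted p = 0.341 with an estimated correlation), 0.137 for the transporters and 0.184 for glutathione. From the presence of MET4, HOM2 and FOL1 in the clusters and from enriched terms of sulfur metabolism, the paper proposes that NSF1 takes part in sulfur metabolism during fermentation.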

### Biological data confirm *NSF1* as a negative regulator in sulfur metabolism

The observations made from the respective ICGCs led to predictions for the potential functions of *NSF1* during fermentation. To validate one of these predictions, we employed targeted molecular and cellular biology approaches to investigate the proposed function of *NSF1* in the sulfur metabolism of wine yeast.

#### *NSF1* is needed for the expression of sulfur metabolic genes near the end of Riesling fermentation

To gain insight into the impact of Nsf1p on the transcriptional response, we analyzed the differences in gene expression between the M2 and M2 *nsf1∆* strains near the end of the fermentation at 85% sugars fermented time point (Figure 3A) as this is when the transcription of *NSF1* is reportedly activated in the FSR gene group reported by [7]. 

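In this comparison the homozygous deletion strain M2 nsf1∆ was sampled beside M2, and the deposited table holds 7 arrays of each strain. At 85% there were 3 arrays per strain, and at 24 h and at 20% there were 2. NSF1 was low on every nsf1∆ array, between 2.95 and 5.90 on the log2 scale, against 8.92 to 13.19 on the M2 arrays. At 85% it was at 4.49 ± 1.23 (SD, n = 3) in nsf1∆ and 13.07 ± 0.15 (SD, n = 3) in M2, a log2 change of -8.58 (SE 0.45, limma adjusted p = 3.1e-07). The value of 5.90 belonged to nsf1∆ 85% replicate 3, and the next highest nsf1∆ array was at 4.28. The 95th percentile of the S. pombe probe sets was 3.53, so most nsf1∆ values stood near background. At 24 h and 20% the log2 changes were -5.75 and -6.44 (limma adjusted p = 5.3e-04 and 1.4e-04). The strains were compared by limma in the fit that holds all 14 arrays, so that the 6 groups share one estimate of the spread. The unpaired test of unequal variances that the methods name was run beside it. At 85%, replicate 3 of M2 and replicate 3 of nsf1∆ deviated from their group means in a similar way across probe sets (r = 0.575 across genes, which are not independent).

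**Figure D1:**
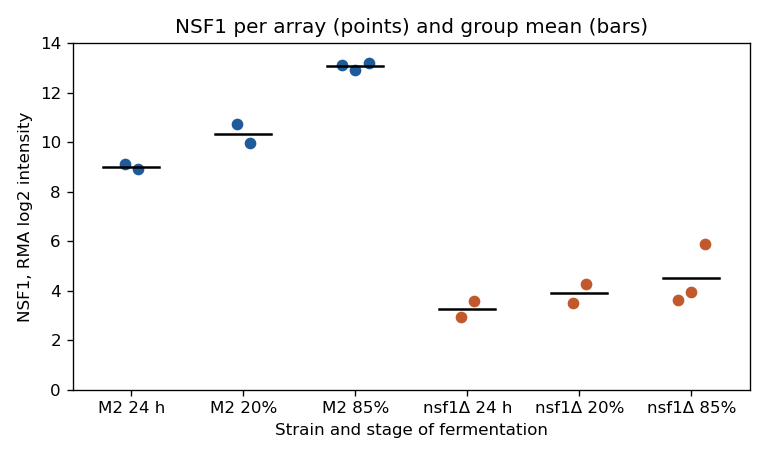
RMA log2 intensity of NSF1 on each array (points) and the mean of each group (bars), for M2 and nsf1∆ at 24 h, 20% and 85% sugars fermented. The M2 arrays rise to between 12.90 and 13.19 at 85%, and every nsf1∆ array lies at or under 5.90.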

A total of 934 differentially expressed genes (DEGs) at a 95% confidence level were identified; 497 were up-regulated and 437 were down-regulated in M2 *nsf1∆* with respect to M2. 

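At 85%, the genes with the largest differences between nsf1∆ and M2 included 3 pumps that were lower in nsf1∆ and 2 kinetochore genes that were higher. No list of such genes was tested. YOR1 and PDR5, plasma membrane pumps for drugs, had log2 changes of -1.65 (SE 0.19, limma adjusted p = 5.6e-04) and -1.56 (SE 0.23, limma adjusted p = 0.0031), and SNQ2, another pump, -1.26 (SE 0.20, limma adjusted p = 0.0037). MCM16 and CBF2 of the kinetochore were at 1.77 (SE 0.19, limma adjusted p = 5.6e-04) and 1.60 (SE 0.22, limma adjusted p = 0.0019), and HOF1, a bud neck protein of cytokinesis, at 1.45 (SE 0.22, limma adjusted p = 0.0031). GSY1, a glycogen synthase, was at 1.77 (SE 0.22, limma adjusted p = 0.0011) and DAN1, an anaerobic cell wall mannoprotein, at 1.47 (SE 0.23, limma adjusted p = 0.0033). In all 488 probe sets passed, 273 higher and 215 lower in nsf1∆, or 8.9% of those tested, and 41 of them changed at least 2-fold. By the methods' t-test at an unadjusted p under 0.05 there were 851, 441 higher and 410 lower, of which 377 were among the 488, and after Benjamini-Hochberg adjustment there were 0. The count was 189 without M2 85% replicate 2, 231 without M2 85% replicate 1, 256 without nsf1∆ 85% replicate 2 and 291 without M2 85% replicate 3. It was 163 without replicate 3 of both strains, a run tried after the data were seen. With array weights it was 1020.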

Strikingly, the DEGs contained ten sulfur metabolism genes all up-regulated in the mutant, including *MET5*, *MET8*, *MET14*, *MET16*, *MET17*, *MET22*, *MET28*, *MET32*, *MMP1* and *SUL2* (Figure 3B). 

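At 85% each of these 10 genes had a higher mean in nsf1∆ than in M2, and 7 passed the test. MMP1, the S-methylmethionine permease, was at 6.94 ± 0.57 against 5.50 ± 0.30 (SD, n = 3 each), a log2 change of 1.44 (SE 0.25, limma adjusted p = 0.0064). MET5, a subunit of sulfite reductase, was at 9.96 ± 0.16 against 8.71 ± 0.45, a log2 change of 1.25 (SE 0.20, limma adjusted p = 0.0036), and SUL2, a sulfate permease, at 10.33 ± 0.18 against 9.20 ± 0.49, a log2 change of 1.14 (SE 0.21, limma adjusted p = 0.0089). MET14, MET17, MET32 and MET28 had log2 changes of 0.98, 0.95, 0.80 and 0.54 (limma adjusted p = 0.0089, 0.011, 0.0089 and 0.026). MET28 did not pass without M2 replicate 2 or 3, without nsf1∆ replicate 1 or 2, without replicate 3 of both strains or with the arrays of the contrast alone, and in each of these last runs 5 of the 10 passed. MET16, MET22 and MET8 did not pass, with 0.62, 0.38 and 0.11 (limma adjusted p = 0.11, 0.15 and 0.76). Every nsf1∆ array was above every M2 array for 9 of the 10, MET8 being the exception. Adjusted over the list alone 9 passed, which is not independent evidence because the paper chose the list on these arrays. The methods' t-test at an unadjusted p under 0.05 called 7, with 0.051 for MET16, 0.065 for MET22 and 0.38 for MET8. After Benjamini-Hochberg adjustment that test called 0 of the 10, and 3 of the 10 changed at least 2-fold.

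**Figure D2:**
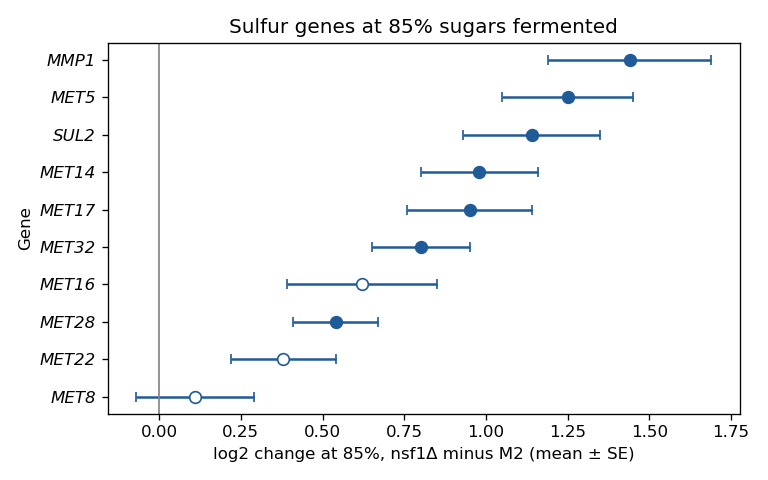
Log2 change at 85% sugars fermented (nsf1∆ minus M2, mean of 3 arrays each) with its SE from limma for the 10 sulfur genes. Filled points passed at an adjusted p under 0.05 and open points did not. All points lie above 0, from 0.11 for MET8 to 1.44 for MMP1.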

*SUL2* and *MMP1* encode transporters of sulfur compounds [36,37], while *MET5*, *MET14*, *MET16*, and *MET17* encode metabolic enzymes needed for assimilation of sulfur into homocysteine, the precursor for methionine and cysteine synthesis [38]. *MET28* and *MET32* encode regulatory proteins that assemble into a multi-protein complex along with Cbf1p, Met31p and Met4p, which binds to conserved DNA elements (CDEIs) in the promoter regions of the *MET* genes to activate their transcription [39]. 

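Among sulfur genes outside Fig. 3B, CYS3, which makes cysteine, was higher in nsf1∆ at 85% by 0.72 on the log2 scale (SE 0.16, limma adjusted p = 0.017), and MHT1, which uses S-methylmethionine to make methionine, by 0.91 (SE 0.23, limma adjusted p = 0.031). Of 11 genes of sulfate assimilation listed beforehand 5 were higher and none lower, 8 when adjusted over the list alone, with a median log2 change of 0.62 (limma's camera, adjusted p = 4.62e-06). Of 11 transporters of sulfur compounds 4 were higher, 5 when adjusted over the list alone (limma's camera, adjusted p = 0.00671). These lists share members with Fig. 3B and were not tested without them. Those of sulfate assimilation are MET5, MET8, MET14, MET16, MET17, MET22 and SUL2, and those of the transporters are MMP1 and SUL2. The 10 genes of Fig. 3B gave an adjusted p = 1.14e-07 by limma's camera. The paper chose them on these arrays, so neither this value nor those of the lists that share them are independent evidence. All 3 had adjusted p = 0.696 with an estimated correlation. Of 17 genes of methionine and cysteine synthesis 3 were higher and none lower (limma's camera, adjusted p = 0.423). At 24 h and at 20% limma called 0 of the 10 genes of Fig. 3B, with 3 and 8 of them positive. Only MET5 had a strain difference at 85% that passed as different from that at 24 h, by 1.62 (limma adjusted p = 0.026). Since these genes were higher without Nsf1p, the paper proposes that Nsf1p is a negative regulator of the MET genes.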

All these sulfur metabolism-related genes were up-regulated in M2 *nsf1∆* compared to the parent strain, suggesting that Nsf1p functions as a negative regulator of the *MET* genes (Figure 3B).

#### *NSF1* transcription is activated in sulfur limiting conditions in a Met4p-dependent manner

Met4p is the major transcriptional activator of the sulfur metabolic genes [40]. 

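At 85% MET4 itself was at 9.90 ± 0.13 in nsf1∆ and 10.08 ± 0.07 in M2 (SD, n = 3 each), a log2 change of -0.18 that did not pass (SE 0.11, limma adjusted p = 0.31). CBF1, a partner of Met4p on MET promoters, was lower in nsf1∆ by a log2 change of -0.53 (SE 0.14, limma adjusted p = 0.034), and this call was lost under 6 of 15 other settings. MET31 had a log2 change of 0.09 (SE 0.17, limma adjusted p = 0.78). Of the 6 regulators of sulfur metabolism 2 were higher and 1 lower, 3 and 1 when adjusted over the list alone (limma's camera, adjusted p = 0.398). GSH2, the glutathione synthetase, was higher by 0.64 on the log2 scale (SE 0.16, limma adjusted p = 0.031), the only 1 of 16 glutathione genes that passed.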

We identified *MET4* as one of the ICGC genes in both the MFD and VFD datasets and showed that the sulfur metabolic genes are transcribed in a manner dependent on Nsf1p (Table 1; Figure 3B). To further investigate the relationship among Nsf1p, the regulation of sulfur metabolism and Met4p, we determined if *NSF1* transcription is affected by the reigning sulfur conditions in the medium. RNAs were extracted from cells grown in synthetic medium containing or devoid of MgSO_4_ as the sole sulfur source and analyzed for *NSF1* expression. The absence of sulfur increased the transcriptional activation of *NSF1* by 56% (Figure 6). When this transcriptional response was analyzed in the absence of *MET4* the expression level of *NSF1* decreased by 45% (Figure 6). *NSF1* transcription was therefore activated during sulfur limiting conditions in a manner dependent on Met4p. This finding confirms a functional link between *NSF1* and *MET4*, and provides the biological evidence for identification of new functions for poorly characterized genes using the ICC method.

**Figure 6:**
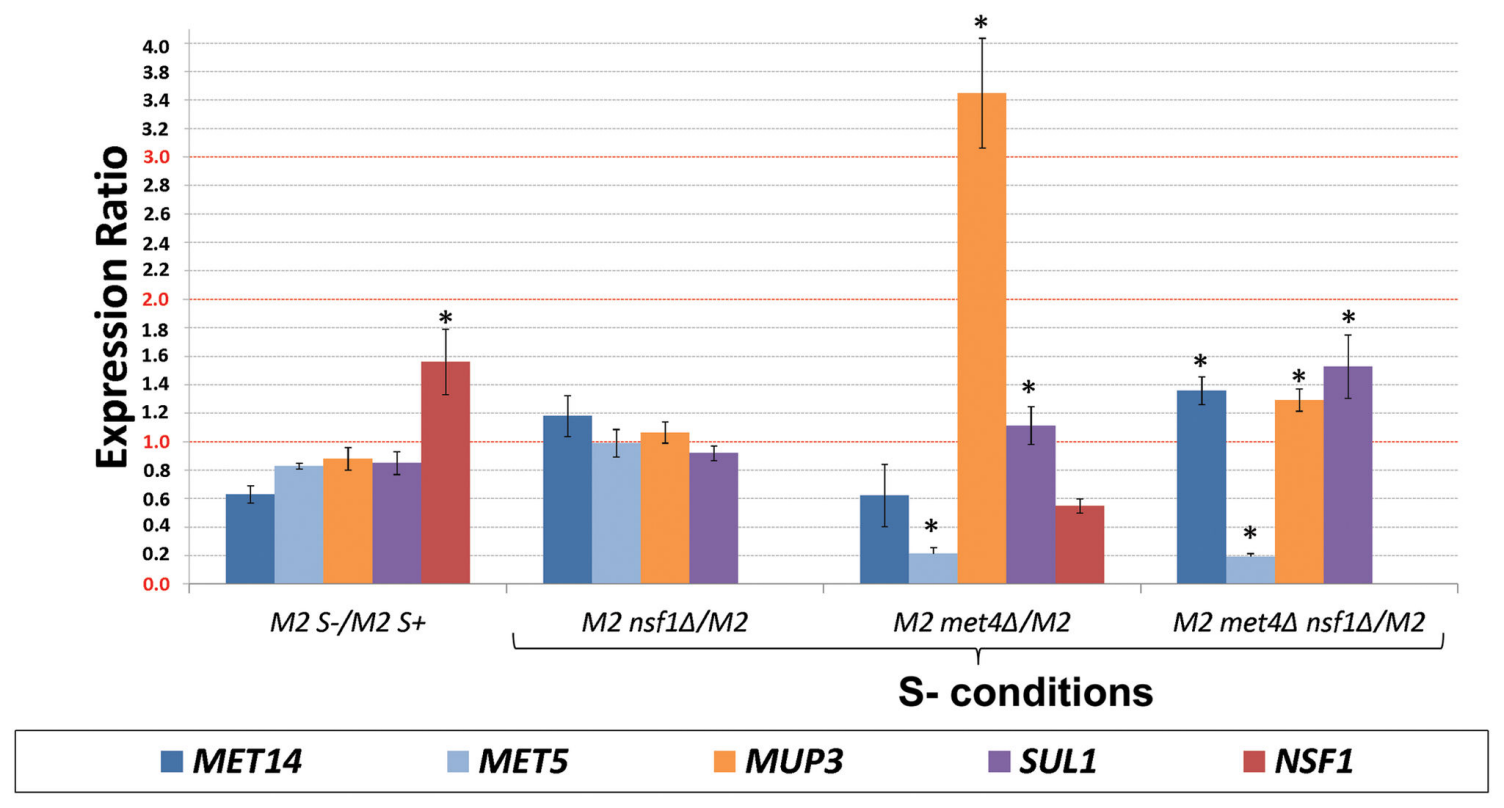
*NSF1* was needed for the controlled transcription of some sulfur pathway genes under defined sulfur conditions. The indicated genes were assayed in M2, M2 *nsf1∆*, *met4∆* and *nsf1∆met4∆* mutants under sulfur rich (S+) and (S-) limiting conditions. Asterisk (*) denotes statistically significant differences in gene expression at 95% significance level according to one sample t-test with population mean = 1 (no change in gene expression between assayed conditions).

We performed further gene expression studies in sulfur limiting conditions to identify possible co-regulatory roles for Nsf1p and Met4p in sulfur-regulated gene expression. The gene expression levels of *MET14*, *MET5*, and *SUL1* were monitored in the parent strain (M2), *nsf1∆*, *met4∆* and *nsf1∆met4∆* strains. Overall, the results indicated the greatest gene expression variation in a single *met4*Δ and double *nsf1*Δ*met4*Δ mutants compared to the parent M2 strain (Figure 6). Surprisingly, changes in expression of the genes analyzed were not statistically significant in the *nsf1*Δ single mutant grown in sulfur limiting conditions (Figure 6). By contrast, the transcription of *MET14* and *MET5* was clearly down-regulated, while that for *SUL1* was unchanged in the *met4*Δ mutant. However, the negative regulatory role of *NSF1* was clearly observed in the *nsf1*Δ*met4*Δ double mutant; in comparison to the *met4*Δ single mutant, the transcription of *MET14* and *SUL1* increased, while that of the *MET5* gene was unchanged. These observations suggest that the negative impact of *NSF1* on gene expression in sulfur limiting conditions could be masked by the presence of Met4p.

#### Sulfur conditions affect the sub-cellular localization of Nsf1p

Since Nsf1p is a transcription factor that is localized to the nucleus of the cell under salt stress and glucose limiting conditions [8], the sub-cellular localization of Nsf1p was investigated in sulfur rich and sulfur limiting conditions to further support its involvement in sulfur-regulated gene expression. Nsf1-GFP clearly co-localized to the nucleus with Nic96-mCherry in sulfur limiting conditions. When yeast cells were grown in and shifted to sulfur limiting media, Nsf1-GFP was nuclear throughout the entire time course (Figure 7). Interestingly, Nsf1-GFP was visible in the nucleus up to 30 min following a shift from sulfur limiting to sulfur rich conditions, but was absent from the nucleus 3 hours or longer after the shift (Figure 7). Also, when yeast cells were grown in sulfur rich media, Nsf1-GFP was not initially visible in the nucleus (Figure 7). When these cells were shifted to sulfur limiting media, Nsf1-GFP was visible in the nucleus 30 min after the shift. However, then cells were shifted to sulfur rich conditions, Nsf1-GFP was visible in the nucleus only at 6 h post-shift (Figure 8). It is important to note that glucose depletion stimulates Nsf1p entry into the nucleus [8]. Nsf1p nuclear localization 6 h after the shift from sulfur rich to sulfur rich conditions could therefore be due to the decreases in sulfur and/or glucose (Figure 8). This was not the case when cells were shifted from sulfur rich to sulfur poor conditions as Nsf1p already appeared in the nucleus 30 minutes after the shift while glucose was still abundant, indicating the nuclear localization in this case was due to sulfur limitation.

**Figure 7:**
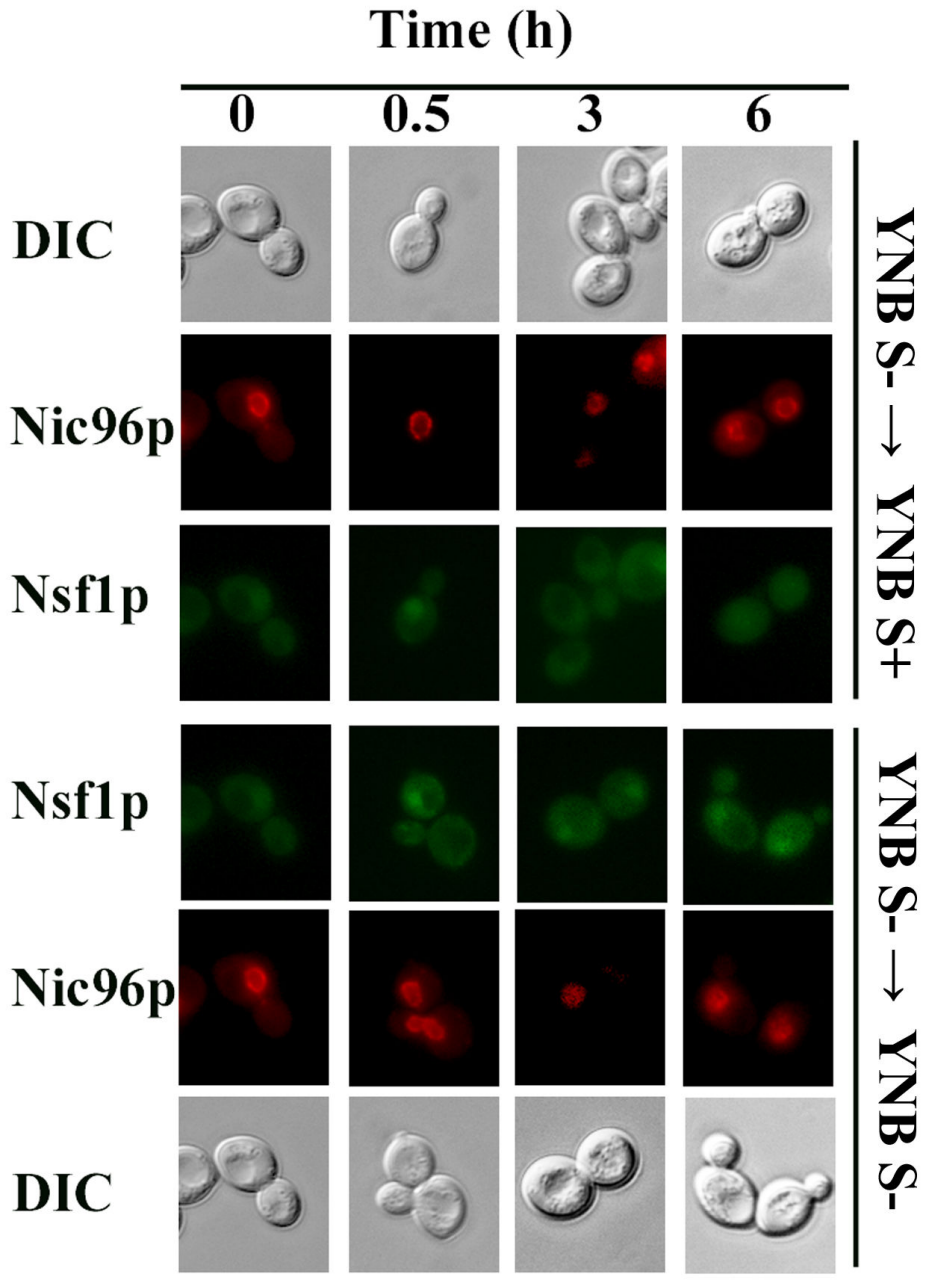
Nsf1 localized to the nucleus under limiting sulfur conditions. M2 *NSF1-GFP* cells transformed with pNIC96-mCherry-hphMX were pre-cultured in YNB S- medium to early log phase and shifted to fresh YNB S+ or YNB S- medium. Cells were monitored by fluorescence microscopy at the indicated times. The arrow (→) represents media shift.

**Figure 8:**
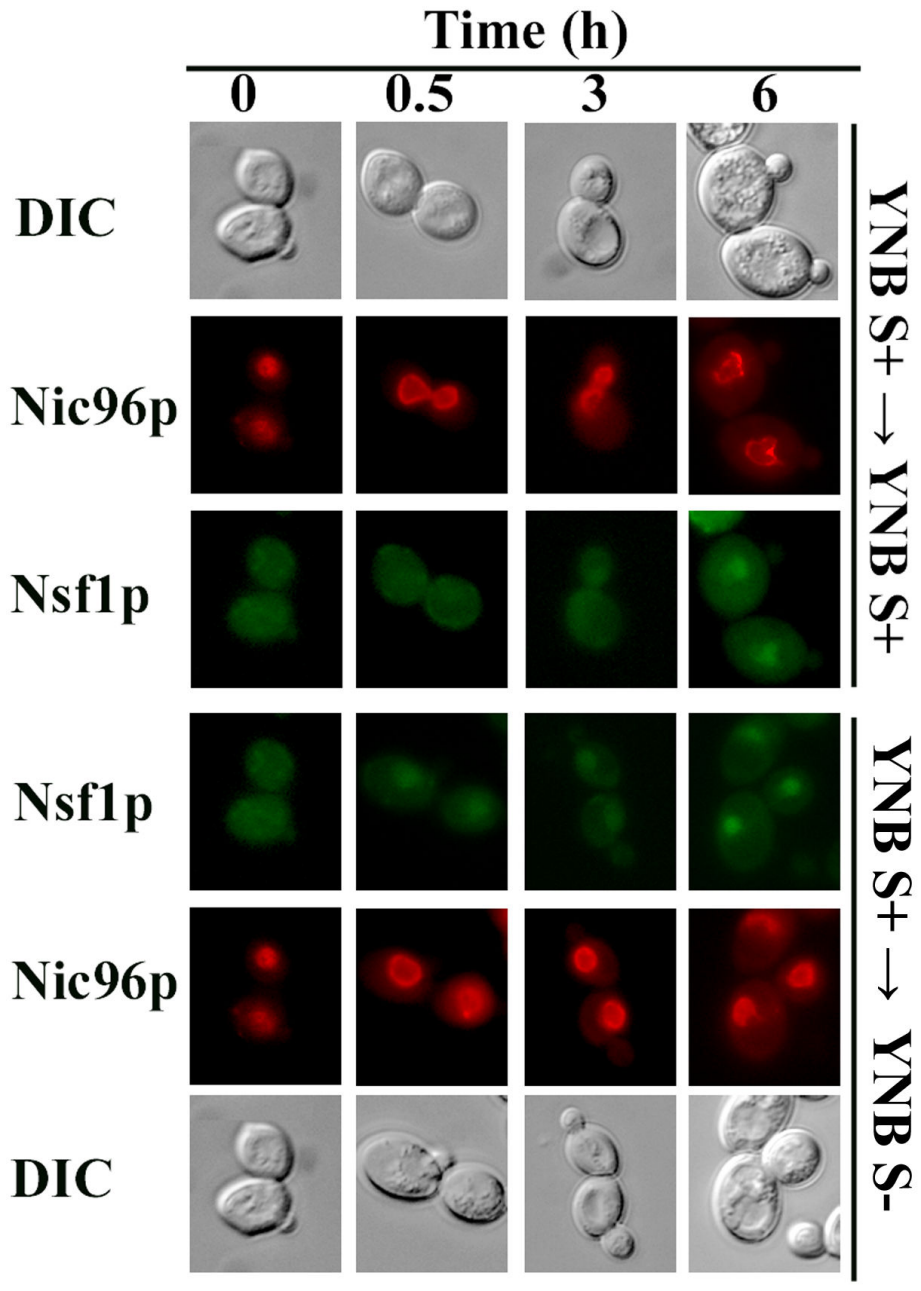
Nsf1 was not nuclear under rich sulfur conditions. M2 *NSF1-GFP* cells transformed with pNIC96-mCherry-hphMX were pre-cultured in YNB S- medium to early log phase and shifted to fresh YNB S+ or YNB S- medium. Cells were monitored by fluorescence microscopy at the indicated times. The arrow (→) represents medium shift.

Together, these results suggest that the presence of Nsf1p in the nucleus is tightly controlled by sulfur availability in the environment; limited sulfur in the environment results in nuclear Nsf1p, while rich sulfur stimulates the loss of Nsf1p from the nucleus.

## Discussion

The overall objective of this study was to employ inter-disciplinary approaches of both the data mining and molecular biology fields to unravel the function of a poorly characterized gene. We developed and applied the ICC method to microarray data generated by two different industrial wine yeast strains during the fermentation of Riesling grape juice to gain insight into the function(s) of the poorly characterized gene *NSF1*. These computational analyses were followed by verification with targeted molecular and cellular biology experiments to underline the validity of the ICC method in predicting the function for *NSF1*. 

The ICC method represents complex data clearly as a weighted graph of genes focusing on intrinsic relationships existing among these genes, thereby providing a closer view of *in vivo* biological systems. Converting gene expression data into a graph allowed application of Graph Theory techniques such as the search of the largest maximally interconnected sub-graph (ICGC). Here the biggest strength of the ICC method came from the use of characteristically stringent criteria to generate the ICGC of co-expressed genes centered on *NSF1*; each additional gene inclusion into the growing ICGC needed to satisfy the connection threshold to all genes already present in the existing ICGC. These characteristics made the ICC method highly suitable for the analysis of very small and complex datasets with a limited number of replicas even if the expression profile of the target gene has high degree of similarity to other gene expression profiles.

The ICC method applies a combination of the graph theory and multivariate analysis on correlation values, taking into account corresponding dependence between variables (i.e. genes) that more closely mimics the biological reality of gene-gene interactions and regulatory mechanisms of gene transcription. Importantly, the ICC method does not depend on the multivariate normality distributions as the expression data is transformed in the network with posterior application of the graph methods with *a posteriori* intuitive interpretation of the results.

Compared to other gene expression exploratory multivariate methods such as Boolean networks [41], ordinary differential equations [42] and Bayesian-network approaches [43], ICC clearly stands out due to its reasonable scalability, ease of final results interpretability, suitability to situations of conditional gene expression in gene function elucidation studies and ability to capture relationships between continuous variables without loss of information. Amongst the mentioned methods the Dynamics Bayesian-network (DBNs) approaches are very promising, but suffer from important shortcomings including the requirement of relatively large datasets due to need of training dataset for the candidate network construction, and poor scalability of non-heuristic algorithm implementations [44]. Although reasonably good for regulatory network predictions, the DBNs fall short in the creation of large co-expression gene networks for the purposes of the gene function prediction.

In this study, we showed that the resulting ICGC allowed for the prediction, with biologically proven accuracy, of target gene function(s) and could be easily applied to investigate functions of other poorly characterized genes. To this end, the functional characterization of some genes found in each of the VFD and MFD ICGCs supported previously known functions of *NSF1*, including its involvement in the regulation of the carbon and thus energy metabolism [8]. More interestingly, new functions for *NSF1* that correlate well with the fermentation-related context of the generated microarray datasets were predicted. The genes present in the ICGCs provided *NSF1* with a co-expression functional neighbourhood, implicating *NSF1* in the general responses to nutrients, osmotic stress and toxins, regulation of carbon and energy metabolism in response to nutrient limitation/starvation, regulation of protein synthesis and transcription/translation control, vesicle trafficking and protein trafficking, and sulfur metabolism.

As the sulfur metabolism of yeast is of great interest to the wine industry, we employed transcriptional analysis of potential Nsf1p target genes and subcellular localization studies of Nsf1p to verify the ICC method’s prediction of the possible involvement of *NSF1* in the regulation of sulfur metabolism. Our gene expression analysis suggests that Nsf1p functions as a negative regulator of some sulfur metabolism related genes, specifically *MET14* and *SUL1*, under sulfur limitation conditions. *NSF1* expression was elevated and Nsf1p localized more readily to the nucleus under sulfur limiting conditions. Similarly, *NSF1* expression increased [7] and Nsf1 localized to the nucleus of wine yeast (data not shown) near the end of wine fermentations. These lines of evidence suggest that Nsf1p expression increases in sulfur limiting conditions and Nsf1p subsequently localizes to the nucleus to fine-tune the transcriptional activation of genes needed for the assimilation of available sulfur.

The transcriptional activation of many sulfur assimilatory genes is governed by Met4p [40]. Our expression analysis using the *nsf1∆met4∆* double mutant suggests that some, but not all, sulfur assimilatory genes were controlled by both Met4p and Nsf1p. Nsf1p could therefore function to fine tune the Met4p-mediated transcriptional activation in response to sulfur availability. We also showed that *NSF1* transcriptional activation was partially dependent on Met4p. In addition, analysis of the *NSF1* 5’ upstream non-coding region revealed a Cbf1p-Met4p-Met28p binding site (5’-TCACGGC-3’) 268 nt upstream of the *NSF1* ORF, thereby providing further evidence for the transcriptional regulation of the *NSF1* by Met4p. In turn, Met4p levels could also be controlled by Nsf1p since the promoter region of the *MET4* contains the CCCCT sequence, the STRE that corresponds to the Nsf1p DNA binding motif [9].

The proposed regulatory model between Met4p and Nsf1p is not novel as there are similar examples that exist in *S. cerevisiae*. For example, when yeast experiences poor nitrogen conditions, Gln3p acts as a major transcriptional activator of nitrogen-regulated genes needed for growth [33]. Dal80p, a repressor of Gln3p-mediated activation of nitrogen-regulated genes, is only expressed in poor nitrogen conditions. Thus, Gln3p and Dal80p act together to fine-tune the yeast’s responses to nitrogen availability [45]. Gln3p is needed for the transcriptional activation of *DAL80* when the yeast is grown under nitrogen limiting conditions. The transcriptional activator Gln3p is needed for the activation of the expression of its own repressor Dalp80p to fine tune the expression of Gln3p target genes. The same model seemed to apply to the relationship between Met4p and Nsf1p when it comes to the controlled expression of some *MET* genes under sulfur limitation. 

Our main contributions include the application of the ICC method to molecular biology data analysis needs. Although the focus of this paper was the *NSF1* gene, the ICC method could be used to investigate the function of any gene. Prior to this work, *NSF1* was poorly characterized and thought to be involved mainly in the regulation of gluconeogenesis and salt stress responses [8]. The ICC method has identified new potential functions for Nsf1p; we have confirmed that this protein is also needed for the regulation of sulfur assimilation.

## Supporting Information

Figure S1 **The pseuso-code used for mining for the largest ICGCs.**
(DOCX)

Table S1 **Genes of the largest ICGC mined from the MFD dataset.**
(XLSX)

Table S2 **Genes of the largest ICGC mined from the VFD dataset.**
(XLSX)

Table S3 **GO terms corresponding to the functional enrichment assessment of the ICGC of the MFD dataset.**
(XLSX)

Table S4 **GO terms corresponding to the functional enrichment assessment of the ICGC of the VFD dataset.**
(XLSX)

Table S5 **Yeast strains and their genotypes.**
(DOCX)

Table S6 ***MET4* disruption PCR primer sequences.**
(DOCX)

Table S7 **Growth Media composition.**
(DOCX)

Table S8 **qPCR primer sequences.**
(DOCX)

# Supplementary material for: Functional Analyses of NSF1 in Wine Yeast Using Interconnected Correlation Clustering and Molecular Analyses
**Source:** PLoS One. 2013 Oct 9;8(10):e77192. doi: 10.1371/journal.pone.0077192
**Supplement:** Figure S1 — The pseuso-code used for mining for the largest ICGCs.

**Input:s**Normalized microarray data represented by *n* by *t* expression matrix *X*, where *n* is the number of genes and *t* is the number of time points.

**Output:s**the largest ICGC conditioned on the target gene

**1 FOR** *i* 🡪*1…n*

**2** *array_PCC*[i] = PCC (*X*[*gene_i_*], *X*[*target*]);

**3 FOR i**🡪*1…n*

**4 IF** *array_PCC*[*i*] > 0.95 **OR** *array_PCC*[*i*]<-0.95

**5** *select_array*[i] = *gene_i_*

**6 FOR** *i*🡪*1…n*

**7 FOR** j🡪*1..n*

**8 IF** PCC(*select_array*[*i*], *select_array*[*j*]) > 0.95

**9 OR** PCC(*select_array* [*i*], *select_array*[*j*]) < -0.95

**10** *array_A*[*i,j*] = 1

**11 ELSE**

**12** *array_A*[*i,j*] = 0

**13** MC=∅; X=∅; *N*= ∅

**14 Bron–Kerbosch (*select_array*,*X*, *N*,*array_A*)**

**15 RETURN** the largest maximal clique (ICGC)

# Supplementary material for: Functional Analyses of NSF1 in Wine Yeast Using Interconnected Correlation Clustering and Molecular Analyses
**Source:** PLoS One. 2013 Oct 9;8(10):e77192. doi: 10.1371/journal.pone.0077192
**Supplement:** Table S5 — Yeast strains and their genotypes.

**Table S5:** Yeast strains and their genotypes.

| Strain name | Genotype |
| --- | --- |
| M2 | M2 *MAT*α/a |
| M2 *nsf1*∆ | M2 *MAT*a/α *nsf1*::*kanMX4*/*nsf1*::*kanMX4* |
| M2 *met4*∆ | M2 *MAT*a/α *met4*::*natMX6*/*met4*::*natMX6* |
| M2 *nsf1*∆*met4*∆ *nsf1*∆ | M2 *MAT*a/α *met4*::*natMX6*/*met4*::*natMX6* nsf1::kanMX4/nsf1::kanMX4 |
| M2 *NSF1-GFP* | M2 *MAT*a/α *NSF1*/*NSF1-GFP1*::*natMX6* |

# Supplementary material for: Functional Analyses of NSF1 in Wine Yeast Using Interconnected Correlation Clustering and Molecular Analyses
**Source:** PLoS One. 2013 Oct 9;8(10):e77192. doi: 10.1371/journal.pone.0077192
**Supplement:** Table S6 — MET4 disruption PCR primer sequences.

**Table S6:** *MET4* disruption PCR primer sequences.

| **Primer ID** | **5’->3’ sequence** |
| --- | --- |
| **MET4_Forward disruption primer** | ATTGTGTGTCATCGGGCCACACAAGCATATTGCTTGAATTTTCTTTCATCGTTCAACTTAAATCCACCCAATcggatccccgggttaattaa |
| **MET4_Reverse disruption primer** | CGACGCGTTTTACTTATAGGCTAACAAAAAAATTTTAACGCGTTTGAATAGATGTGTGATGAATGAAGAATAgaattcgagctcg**a**tta**caa** |
| **MET4_Forward**  **Confirmation primer** | CTAACCTACTACTGTCTCAGAGCC |
| **MET4_Reverse**  **Confirmation primer** | TCCGATTCGTCGTCCGATT |

**Note:** CAPITAL letters represent homologous regions of the *MET4* while smaller case letters are regions that bind to the pFA6-natNT2 plasmid (Euroscarf accession #: P30346) harbouring NatMX resistance gene.

# Supplementary material for: Functional Analyses of NSF1 in Wine Yeast Using Interconnected Correlation Clustering and Molecular Analyses
**Source:** PLoS One. 2013 Oct 9;8(10):e77192. doi: 10.1371/journal.pone.0077192
**Supplement:** Table S7 — Growth Media composition.

**Table S7:** Growth Media composition

| Media ID | Main Components |
| --- | --- |
| YPD | 1% (w/v) yeast extract, 2% (w/v) peptone, 2% (w/v) dextrose |
| YNB | Yeast Nitrogen Base powder without ammonium sulfate and amino acids (5 g/L), Dextrose (20 g/L), NH_4_Cl (5 g/L), dextrose (20 g/L), CSM (0.79 g/L) |
| S+ (sulfur rich) | NH_4_Cl (4 g/L), MgSO_4_·7H_2_O (0.05 g/L), KH_2_PO_4_(3.0 g/L), MgCl_2_(0.4 g/L) dextrose (42 g/L) |
| S- (sulfur poor) | NH_4_Cl (4 g/L), MgSO_4_·7H_2_O (0.005 g/L), KH_2_PO_4_(3.0 g/L), MgCl_2_(0.4 g/L) dextrose (42 g/L) |
| YNB S+ | Yeast Nitrogen Base (YNB) powder without ammonium sulfate and amino acids (5 g/L), MgSO_4_·7H_2_O (0.05 g/L), dextrose (20 g/L), NH_4_Cl (5 g/L) |
| YNB S- | Yeast Nitrogen Base powder without ammonium sulfate and amino acids (5 g/L), dextrose (20 g/L), NH_4_Cl (5 g/L) |

# Supplementary material for: Functional Analyses of NSF1 in Wine Yeast Using Interconnected Correlation Clustering and Molecular Analyses
**Source:** PLoS One. 2013 Oct 9;8(10):e77192. doi: 10.1371/journal.pone.0077192
**Supplement:** Table S8 — qPCR primer sequences.

**Table S8:** qPCR primer sequences.

| **Gene name** | **Forward primer (5’🡪 3’)** | **Reverse primer (5’🡪 3’)** |
| --- | --- | --- |
| *NSF1* | CACCAATAGTGTAGCGGCATCA | TATCCGGTGCATTTGAACGTT |
| *MET14* | GGGAGGGTGTAATCAAGGAGTTT | CTGGTCGGTTCTCAAATGTAGCT |
| *MET5* | CATTGAGAGGAATGAATGCAGTTC | GGTAGAGCAGAAACCATGACATTTC |
| *MUP3* | CGGGATCTATCGTCTTCGGTAA | GACGTACTTGGACCACGAATCA |
| *SUL1* | TGAAAGTCGTCTGCCTGGATT | CAGATCAACCAGGCTTTGAACA |

How the deposited data were processed for this re-analysis (not part of the article)

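RNA of the wine yeast M2 and of M2 nsf1∆, fermenting Riesling must, was measured on 14 Affymetrix Yeast Genome 2.0 arrays, 7 per strain, with 2 arrays at 24 h, 2 at 20% sugars fermented and 3 at 85% in each strain. The values are log2 intensities that the authors made from the probe intensities with RMA, which corrects background, quantile-normalizes the arrays and summarizes the probes of a probe set, and deposited as one table. The version of RMA is not stated. Samples were grouped by the strain and stage in their labels, and no column of sample values was left out. The labels give the later stages as 20% and 85% of total glucose fermented, where the paper speaks of sugars fermented. The paper's wording is used here.

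Of 10928 probe sets, 5511 paired with 1 S. cerevisiae gene were analysed, and those of S. pombe genes, the controls, those of no gene and 1 of several genes were left out. Where a gene has several probe sets, all were tested and the most specific one is named. The S. pombe probe sets gave the background, and their 95th percentile was 3.53 on the log2 scale. Changes of genes near that level are compressed. Groups were compared with limma 3.58.1 in R 4.3.3, in one fit of 6 group means with 8 residual and 5.14 prior degrees of freedom, with Benjamini-Hochberg adjustment over the probe sets of each contrast and a threshold of 0.05. The strains were compared at each stage, the stages within each strain, and the strain differences between stages as interactions.

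Functional gene lists and the categories of Table 1, 46 in all, were tested with camera at a preset correlation of 0.01, with camera at a correlation estimated from the arrays, and with fry. Pearson's r with NSF1, Fisher's z and a greedy search for a cluster with every pair past 0.95, with 50 restarts, were computed on the 7 M2 arrays with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Overlaps with Table S1 were tested with Fisher's exact test over 36 lists.

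Genes named in the text were chosen by a rule set before the data were examined: the 10 with the largest rise and the 10 with the largest fall among those that passed and whose groups do not overlap, for M2 and nsf1∆ at 85% and for M2 at 85% and 20% against 24 h, every gene the paper names, and up to 2 members each way of each list described. Values in the paper's tables had been seen by then. Genes named from the strains at 24 h and 20% and from the interactions lie outside the rule and were chosen after their values were seen.

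On simulated data with 200 changed genes and a further list of 30 genes shifted together, at the noise of these arrays, the comparison of the strains at 85% recovered 54% of the genes changed by 0.5 on the log2 scale and 98% of those changed by 1, 1.5 or 2, with 50 genes each among 5511. Of its 206 calls, which include genes of the shifted list, 9 were unchanged genes. Camera found the shifted list (adjusted p = 2.6e-31) and 0 other lists. The cluster search recovered 40 of 40 planted genes among 600 and no other. There the other genes varied independently and the planted ones had little noise. On the M2 arrays 21.1% of probe sets passed 0.95 with NSF1, so the simulation does not show how well the search does on them.

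Alternatives were the replicate number as a block, no dim probe sets (the lowest 25%), all probe sets of the table, arrays shifted to one median, quantile normalization again, an intensity trend, array weights, the arrays of one contrast alone, leaving out each array, the methods' t-test, an unadjusted p and a fold change of at least 2. For the cluster they were stage means, all 14 arrays, linear values, Spearman's rho and a threshold of 0.98. The arrays of Vin13 were not used here. Promoter motifs were not analysed here, because no genome sequence was at hand.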

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

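Of the tests in this part, those of a straight course between sampling points and both tests on replicate 3 were chosen after the results were seen, as were the genes named from the interactions and from the strains at 24 h and 20% and the run without replicate 3 of both strains. The comparison of Table S1 genes in both strains was also chosen then. The limit for the rank of NSF1 was set before, but that it must hold with each M2 array left out was added after its value was seen, as was the way the batch test is read.

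For 108 probe sets the strain difference at 85% differed from that at 24 h by limma's interaction test, 48 upward and 60 downward, with 953 at an unadjusted p under 0.05. Among the downward ones were the pumps PDR5 and YOR1 and the lipid transfer protein PDR16, at -2.0 (SE 0.37, limma adjusted p = 0.019), -1.79 (SE 0.29, limma adjusted p = 0.012) and -1.57 (SE 0.19, limma adjusted p = 0.0043), and no list of such genes was tested. Among the upward ones were CBF2 of the kinetochore at 2.12 (SE 0.35, limma adjusted p = 0.012), GSY1 at 1.98 (SE 0.35, limma adjusted p = 0.017) and MET5 at 1.62 (limma adjusted p = 0.026). The count was 192 without nsf1∆ 24 h replicate 1 and 11 without nsf1∆ 24 h replicate 2. It was 40 and 21 without M2 24 h replicates 1 and 2, 43, 61 and 63 without M2 85% replicates 1, 2 and 3, and 52 without nsf1∆ 85% replicate 2.

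For 11 probe sets the strain difference at 85% differed from that at 20%, with 765 at an unadjusted p under 0.05. HTB2, a histone, was at -1.64 (SE 0.25, limma adjusted p = 0.025) and RET2, a subunit of the coatomer, at 1.33 (SE 0.21, limma adjusted p = 0.029). It was 22 without M2 20% replicate 2, 7 and 6 without M2 85% replicates 2 and 3, 6 without nsf1∆ 85% replicate 1, and 0 by limma without M2 20% replicate 1, M2 85% replicate 1 or either nsf1∆ 20% array.

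The paper does not analyse the strains at 24 h and 20%, where 7 and 19 probe sets passed by limma, NSF1 among them at both (539 and 813 at an unadjusted p under 0.05). ALG14, which acts in N-glycosylation, passed in opposite directions, at -0.91 at 24 h (SE 0.15, limma adjusted p = 0.041) and 0.94 at 20% (SE 0.15, limma adjusted p = 0.029). HMX1, a heme oxygenase, was at -1.07 at 20% (SE 0.20, limma adjusted p = 0.047). At 24 h the count was 85 without nsf1∆ replicate 1 and 1 without each of the other arrays. At 20% it was 72 without M2 replicate 2, 2 without nsf1∆ replicate 1 and 1 without M2 replicate 1 or nsf1∆ replicate 2.

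The strain difference at 85% was weighed against chance and against sampling of nsf1∆ at an earlier point. The 6 arrays form 10 splits, too few for a share under 0.05. The real split gave 488 calls and the highest other 1, and for the genes of Fig. 3B the real one gave 7 and the highest other 0, so that 1 split of 10 was as large in both. If it were the only cause, an earlier point on a straight course from 20% to 85% would need nsf1∆ means between those of M2. This held for 120 of the 488 and for 2 of the 7 sulfur genes, MET17 and MMP1, which argues against it as the only cause. A course that is not straight stays open, as does an effect of the deletion, which may act at 85%, alone or together with an earlier point.

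Replicate 3 of M2 and replicate 3 of nsf1∆ deviated together at 85% (r = 0.575, where the other 8 pairs of an M2 and an nsf1∆ array ran from -0.455 to 0.364). A trace of M2 RNA in nsf1∆ 85% replicate 3, where NSF1 was at 5.90, was allowed up to 0.69% by the NSF1 signal. Taking that share out of the array left r at 0.575, which argues against M2 RNA as the cause. A batch shared by both arrays stays open, since no label names one and the correlation that raised it cannot also test it. Without both arrays the count at 85% was 163.

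For the cluster around NSF1, other genes that change with the stage were taken as targets in turn, and 96.3% of them selected fewer genes than NSF1 (93.3% to 99.6% when each M2 array was left out). Their median was 370, against 1161 for NSF1. Within stages the sign of the correlation matched that of r for 71.3% of the 1161 genes and 52.3% of the others, with 4 residual degrees of freedom. The rank does not hold its limit with every array left out and the share of signs lies between its limits, so neither decides whether NSF1 stands apart from other genes that change with the stage. In nsf1∆, however, the genes of Table S1 changed from 24 h to 85% by a median of 96.4% of their change in M2, so this change held without NSF1. For the other 3786 genes that change in M2 the median was 92.5%.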

How the results depend on the processing

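The crossed numbers, the runs without replicate 3 of both strains and the rank of NSF1 with each M2 array left out were chosen after the data were seen. The other alternatives were set before the data were examined. Of the values recomputed 7010 stayed the same, 473 lost significance, 35 gained it, 99 moved and 1 reversed. A count was taken as the same when it lay within 1.5 times of the main one, such as 339 with all probe sets against 488 at 85%. A gene or list was taken as the same when its call held. Among the 7010 are 17 values of genes and 52 of gene lists that passed in neither setting and changed sign, such as MET8 at -0.04 with array weights. The reversed one is the gene list ergosterol synthesis, nsf1Δ against M2 at 85%, which was upward and not past the threshold with all arrays (limma's camera, adjusted p = 0.936) and passed downward without nsf1∆ 85% replicate 1 (adjusted p = 0.0478, and up to 0.977 with another array left out). For these values the cause was not tested, except that a stricter threshold lowers a count by construction.

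With the replicate block the strain comparison gave 543 calls at 85% (456 shared with the 488), 2 at 24 h and 1 at 20%, and the interaction of 85% with 20% gave 7. Same-numbered replicates at 85% had correlations of deviations of 0.026, 0.234 and 0.575, and not every sample correlated best with its own number (M2 replicate 1 with nsf1∆ replicate 2, 0.364). With the replicate block crossed, because the correlation was -0.134 at 24 h and -0.106 at 20%, the counts were 16 and 72.

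At 85% the count of 488 became 1020 with array weights, 147 with the arrays of the contrast alone, 851 by the methods' t-test, 0 by that test after Benjamini-Hochberg, 1423 at an unadjusted limma p, 41 at a fold change of at least 2 and 164 without replicate 3 of both strains. Leaving out 1 array gave 189 to 428 (189 without M2 replicate 2, 231 without M2 replicate 1, 256 without nsf1∆ replicate 2, 291 without M2 replicate 3). Of the Fig. 3B genes, 6 to 7 passed with 1 array left out, 5 with the arrays of the contrast alone, 5 without replicate 3 of both strains, 3 at a fold change of at least 2 and 0 by the methods' t-test after Benjamini-Hochberg. At 24 h the 7 calls became 1 with the arrays of the contrast alone, and 1 to 85 with 1 array left out. At 20% the 19 became 10 with all probe sets, 10 after quantile normalization again, 91 with array weights, 1 with the arrays of the contrast alone and 1 to 72 with 1 array left out.

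The interaction of 85% with 24 h gave 181 with array weights, 54 with the arrays of the contrast alone, 33 without replicate 3 of both strains and 11 to 192 with 1 array left out. That of 85% with 20% gave 24 after quantile normalization, 90 with array weights, 3 with the arrays of the contrast alone and 0 to 22 with 1 array left out.

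Lists past the threshold by camera numbered 14 for M2 at 85% against 20% without dim probe sets, 12 for the strains at 20% with all probe sets, 5, 6 and 6 for the interaction with 24 h under quantile normalization, array weights and without replicate 3 of both strains, and 7 for the interaction with 20% under array weights. With 1 array left out they numbered 9 to 21 for the strains at 24 h (21 without nsf1∆ replicate 1), 6 to 10 at 20% (10 without M2 replicate 2), 6 to 11 for the interaction with 24 h (6 without M2 24 h replicate 2) and 7 to 16 for that with 20% (9 without M2 20% replicate 2, 7 without M2 85% replicate 2, 8 without nsf1∆ 20% replicate 1). Camera with an estimated correlation gave 0 lists in every contrast but M2 at 20% against 24 h (1). Fry gave 0 for the strains at 24 h and for both interactions, 3 for the strains at 20% and 8 for the strains at 85%. It gave 36 for M2 at 20% against 24 h and 36 for M2 at 85% against 20%. For 85% against 24 h it gave 41 in M2 and 41 in nsf1∆.

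Past 0.95 with NSF1 lay 2017 genes with stage means, 0 with all 14 arrays, 567 by Spearman's rho and 441 at 0.98. The cluster was 1089 with stage means, 1 with all 14 arrays, 128 at 0.98 and 333 to 612 with 1 array left out (612 without M2 20% replicate 1). The variance of z was 4.114 with stage means and 0.104 with all 14 arrays, and the share of Table S1 past the threshold 0% with all 14 arrays, 42.3% with linear values and 28.5% by rho. The values with all 14 arrays follow from the design, since NSF1 lay between 2.95 and 5.90 on the 7 nsf1∆ arrays at every stage. They say nothing about the cluster in M2. With stage means r rests on 3 points and passes 0.95 more readily. The correlation of the strain difference at 85% with the change from 20% to 85% in M2 ran from -0.085 to 0.118 with 1 array left out (0.118 without nsf1∆ 85% replicate 1).

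The number of calls in M2 at 85% against 24 h, 4040 with all arrays, was 3608 to 3937 with 1 array left out, and whether the same genes stayed called was not counted. Stable under every array left out was the number of Table 1 directions (128 to 129). The NSF1 change at 85% kept its direction and its call, while its size ran from -9.28 to -8.15. Where leaving out an array left 1 array in a group, that array was assumed to vary like the others. NSF1 in nsf1∆ is near background, which bounds its change, and leaving out dim probe sets removes the NSF1 probe set, so no NSF1 value was had there. Promoter motifs at either length were not run.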

Differences from the paper's values

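The paper's count of genes that differ between nsf1∆ and M2 at 85% is 934, with 497 higher and 437 lower in nsf1∆, and limma gave 488, with 273 and 215. The paper's threshold is a t-test at the 95% level, and no adjustment is stated. Of the alternatives set before the data were examined, the methods' t-test at an unadjusted p under 0.05 (851, 441 higher and 410 lower) and array weights (1020, 529 and 491) came within 1.5 times of the paper's counts. Limma at an unadjusted p gave 1423, with 717 higher and 706 lower, and closed the gap for the higher count alone. The replicate block (543), no dim probe sets (389), all probe sets (339), arrays shifted to one median (505), quantile normalization again (502), an intensity trend (517), the arrays of the contrast alone (147), the methods' t-test after Benjamini-Hochberg (0), a fold change of at least 2 (41) and leaving out each array (189 to 428) did not close it.

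The paper gives all 10 sulfur genes of Fig. 3B as higher in nsf1∆. In limma 7 of them passed, and MET8, MET16 and MET22 did not, though all 10 had a positive change. In 15 limma settings adjusted over all probe sets these 3 passed in 0, with lowest adjusted p of 0.64, 0.058 and 0.11. MET16 and MET22 passed in limma without adjustment and when adjusted over the list alone (limma adjusted p = 0.024 and 0.036). MET8 passed under no setting that was run.

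Table 1 marks GSH1, MIG3 and VMA11 as up-regulated, and these fell in M2 from 24 h to 85%, with MIG3 at -1.20 (limma adjusted p = 1.22e-05), GSH1 at -1.10 and VMA11 at -1.20. It marks ACS1 and BUR6 as down-regulated, and these rose, by 1.49 (limma adjusted p = 1.34e-04) and 2.52 (limma adjusted p = 1.9e-09). The other 129 of 134 genes ran as marked. RPS30A ran as marked but did not pass (-0.08, limma adjusted p = 0.622). Of the 134 probe sets used for these genes 131 are in Table S1. For the rest, the probe set used here may not be the one behind Table 1. The text gives every gene of energy metabolism as up-regulated, and 10 of 13 rose. The text places FOL1 in the clusters of both datasets. Table 2 lists it for Vin13, but it is not in Table S1 for M2, while its r of -0.985 with NSF1 passes the threshold.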

Other observations

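Of the tests in this part, the comparison of the course of Table S1 genes in both strains was chosen after the results were seen. The test of the Table S1 share was set before, but a share that is larger without passing was first read as against dependence and, after its value was seen, as leaving it open.

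From 24 h to 20% sugars fermented genes of the respiratory chain rose in M2, and genes of sulfate assimilation and cytosolic ribosomal proteins fell. SIP18, a protein of desiccation stress, rose by 5.01 on the log2 scale (SE 0.23, limma adjusted p = 2.1e-08), PHO84, a phosphate transporter, by 4.33 (SE 0.30, limma adjusted p = 3.6e-07) and INO1, of inositol synthesis, by 3.70 (SE 0.29, limma adjusted p = 1.0e-06). MET3 and MET5 of sulfate assimilation were at -3.51 (SE 0.30, limma adjusted p = 1.7e-06) and -3.47 (SE 0.24, limma adjusted p = 4.4e-07), and DIP5, an amino acid permease, at -3.42 (SE 0.44, limma adjusted p = 3.9e-05). Of 11 sulfate assimilation genes 9 fell and none rose, of 129 cytosolic ribosomal proteins 105 fell, and of 20 respiratory chain genes 18 rose (limma's camera, adjusted p = 1.26e-04, 9.85e-18 and 1.98e-06, each with adjusted p = 0.419 with an estimated correlation). Sporulation genes rose too, 20 of 26. In all 1459 probe sets rose and 1460 fell.

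In nsf1∆ at 85%, some genes of ribosomes and respiration were lower than in M2 and some of anaerobic cell wall mannoproteins higher, while most members of these lists did not pass. RPS24B was at -1.11 (SE 0.20, limma adjusted p = 0.0065), RPS29A at -0.74 (SE 0.13, limma adjusted p = 0.0064), and RPL16B at 0.48 (SE 0.12, limma adjusted p = 0.025). Of 129 cytosolic ribosomal proteins 17 were lower and 1 higher, 42 and 1 when adjusted over the list alone. CYC1, cytochrome c, was at -0.71 (SE 0.16, limma adjusted p = 0.017), and 6 of 20 respiratory chain genes and 7 of 66 mitochondrial ribosomal proteins were lower. PAU7 was at 0.83 (SE 0.17, limma adjusted p = 0.013) with 5 of 19 mannoproteins higher. By limma's camera the adjusted p was 4.0e-15, 4.34e-06, 4.62e-06 and 8.99e-04, and each had adjusted p = 0.696 with an estimated correlation.

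At 85% the groups of 1641 probe sets did not overlap between the strains (29.8%, where chance gives 10%), and 480 of the 488 called were among them. The strain difference at 85% had a correlation of -0.019 over probe sets with the change from 20% to 85% in M2, which shares the M2 85% arrays. Without any strain effect 200 simulations gave a mean of -0.075 (-0.107 to -0.042), and the covariance was -0.006 against a simulated -0.0119. With each array at 85% left out the correlation ran from -0.085, inside the simulated range, to 0.118, above it, so its sign and its place against the simulation depend on single arrays. With the change from 24 h to 20% in M2, which shares no array with it, the correlation was -0.141 (simulated range -0.031 to 0.031), and from -0.154 to -0.124 with each array at 85% left out. Genes do not vary independently: deviations of single M2 and nsf1∆ arrays at 85% correlated by -0.455 to 0.575 over probe sets. The simulated ranges may therefore be too narrow, and no conclusion is drawn from where these correlations lie against them. The median strain difference per chromosome at 85% ran from -0.034 to 0.023 over 16 chromosomes.

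If the genes of Table S1 depended on NSF1, they may be called between the strains more often than other genes that change in M2. At 85% they were called in 32 cases (12.6%), against 356 of 3786 others (9.4%), with an odds ratio of 1.39 (Fisher's exact test, p = 0.098). Of these, 6 that rise in M2 were lower and 12 that fall were higher in nsf1∆, as a loss of the change gives, and 3 and 11 ran the other way. The change of the Table S1 genes from 24 h to 85% in nsf1∆ had a median of 96.4% of that in M2 (5th percentile 68.4%), which argues against a change that needs NSF1. For the 3786 others the median was 92.5% (5th percentile 13.9%). A smaller part of NSF1 in single genes stays open.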
